# MicroRNA-146 function in the innate immune transcriptome response of zebrafish embryos to *Salmonella typhimurium* infection

**DOI:** 10.1186/1471-2164-14-696

**Published:** 2013-10-10

**Authors:** Anita Ordas, Zakia Kanwal, Valesca Lindenberg, Julien Rougeot, Matyas Mink, Herman P Spaink, Annemarie H Meijer

**Keywords:** MicroRNA, miR-146, Innate immunity, Infection, *Salmonella typhimurium*, *Mycobacterium marinum*, MyD88, Traf6, Apolipoproteins, Zebrafish

## Abstract

**Background:**

MicroRNAs (miRNAs) have recently been shown to play important roles in development of the immune system and in fine-tuning of immune responses. Human miR-146 family members are known as inflammation-inducible miRNAs involved in negative feedback regulation of Toll-like receptor (TLR) signalling. Dysregulation of the miR-146 family has often been linked to inflammatory diseases and malignancies. This study reports on miR-146a and miR-146b as infection-inducible miRNAs in zebrafish, which has emerged as a model species for human disease.

**Results:**

Using a custom-designed microarray platform for miRNA expression we found that both members of the zebrafish miR-146 family, miR-146a and miR-146b, were commonly induced by infection of zebrafish embryos with *Salmonella typhimurium* and by infection of adult fish with *Mycobacterium marinum*. The induction of these miRNAs was confirmed by Taqman miRNA assays. Subsequently, we used zebrafish embryos, in which adaptive immunity is not yet active, as an *in vivo* system to investigate the role of miR-146 in the innate immune response to *S. typhimurium* infection. Knockdown of *traf6* and use of *myd88* mutants demonstrated that the induction of miR-146a and miR-146b by *S. typhimurium* infection was affected by disruption of the MyD88-Traf6 pathway that mediates transduction of TLR signals and cytokine responses. In turn, knockdown of miR-146 itself had no major effects on the expression of known targets of MyD88-Traf6 signalling. Instead, RNA sequencing analysis showed that miR-146 knockdown led to an increased induction of six members of the apolipoprotein gene family in *S. typhimurium*-infected embryos.

**Conclusion:**

Based on microarray analysis and Taqman miRNA assays we conclude that members of the miR-146 family, which is highly conserved between fish and human, are induced by bacterial infection in zebrafish in a MyD88 and Traf6 dependent manner. The combined knockdown of miR-146a and miR-146b in zebrafish embryos infected with *S. typhimurium* had no major effect on the expression of pro-inflammatory genes and transcription factors known to be downstream of the MyD88-Traf6 pathway. In contrast, apolipoprotein-mediated lipid transport emerged as an infection-inducible pathway under miR-146 knockdown conditions, suggesting a possible function of miR-146 in regulating lipid metabolism during inflammation.

## Background

Timely activation as well as termination of inflammatory responses is essential for proper functioning of the immune system. A balanced output of the vertebrate immune response is dependent on several regulatory mechanisms, in which microRNAs (miRNAs) have recently emerged as new players with critical importance [1]. Several human diseases, including cancer, autoimmune diseases, and chronic inflammatory disorders, have been associated with dysregulation of miRNA expression both in a positive or negative regulatory manner [1-5]. MiRNAs are evolutionary conserved, genome-encoded small RNAs (~22 nucleotides) that down-regulate gene expression at the post-transcriptional level by either translational repression or by mRNA degradation through binding to the 3′-UTR of their target mRNAs [6]. MiRNAs were found to have roles in a diverse range of processes ranging from development, cellular differentiation, hematopoiesis, apoptosis, and growth, to the functioning of the immune system [7-10].

The role of host miRNAs in bacterial infections has been addressed in several previous studies. MiRNAs were observed to be differentially regulated by Toll-like receptor (TLR)-mediated recognition of bacterial molecules. For instance, lipopolysaccharide (LPS) stimulation of TLR4 and downstream NFκB activity induced miR-146, miR-147, and miR-155 [11-13]. Mice deficient in miR-155 could not be protected by vaccination against *Salmonella typhimurium* infection and showed strong defects in T-cell cytokine production [14]. In another study, *Salmonella typhimurium* infection was found to induce rapid down-regulation of let-7 miRNA family members in macrophages, thereby leading to an upregulation of let-7 targets, the IL-6 and IL-10 cytokines [15]. IL-10 production in LPS-stimulated macrophages was also found to be regulated by miR-98 [16]. Furthermore, miR-29 was found to suppress immune responses to *Listeria monocytogenes* and *Mycobacterium tuberculosis* by targeting IFN-γ [17].

The LPS-inducible miR-146 family comprises two members in human, miR-146a and miR-146b, which are transcribed from different genes on chromosome 5 and 10, respectively [18]. They have the same seed sequence (i.e. the sequence essential for the binding of the miRNA to its mRNA target) and differ in their mature sequence by only two nucleotides at the 3′end. Dysregulation of miR-146a and miR-146b has been observed in many types of malignant tumors and several studies implicate these miRNAs as metastasis suppressors [18-23]. MiR-146a has also been implicated in different autoimmune diseases, including systemic lupus erythematosus, rheumatoid arthritis and Sjögren’s syndrome [24,25]. The first indication of the role of miR-146a/b in innate immunity came from work of Taganov et al. [11], showing increased expression of these miRNAs in the human monocytic THP-1 cell line when triggered by LPS. Promoter analysis revealed that induction of the miR-146a gene by LPS, TNFα, and IL-1 is mediated by the NFκB transcription factor [11]. In addition, 3′-UTR luciferase reporter assays demonstrated that the TLR signalling intermediates IRAK1 and TRAF6 are potential targets of miR-146a and miR-146b [11]. These data suggested that the miR-146 miRNAs function in a negative feedback pathway of TLR and cytokine signalling by targeting *IRAK1* and *TRAF6* mRNAs for down-regulation, a conclusion supported by recent analysis of miR-146a knockout mice [26]. MiR-146a has also been shown to function as a negative regulator of interferon (IFN) signalling by targeting the IRF5 and STAT-1 transcription factors [27] and to control the resolution of T-cell responses in mice [28].

The zebrafish provides a useful model to study innate immunity, which is the primary line of defence against infections during the first few weeks of development, when functional adaptive immunity is not yet present [29,30]. The zebrafish model combines an efficient genetic toolbox with excellent possibilities for high resolution imaging of host-microbe interactions at the early life stages (embryos and larvae), when zebrafish are transparent [29,30]. Many zebrafish infection models for bacterial pathogens have recently been developed, among which the *S. typhimurium* and *M. marinum* models are the best characterized [29]. The major signalling pathways of the innate immune system are conserved within all vertebrates [31] and the repertoire of zebrafish miRNAs is well described [32,33]. Since miRNAs are strongly conserved among all vertebrates, the advantages of the zebrafish model organism may be exploited to elucidate miRNA functions in the vertebrate host response to bacterial infections. As in mammals, the zebrafish miR-146 family has two members, named dre-miR-146a and dre-miR-146b, which are present within genes located on chromosome 13 and 21, respectively. The *IRAK1* and *TRAF6* homologs of both zebrafish and human contain putative target sites for miR-146 in their 3′-UTRs, suggesting that miR-146 feedback control of TLR signalling is evolutionary conserved. Here we report on a microarray study of miRNA expression, which showed that miR-146a and miR-146b are commonly induced by infection of zebrafish embryos with *Salmonella typhimurium* and by infection of adult fish with *Mycobacterium marinum*. We demonstrate the requirement of the MyD88-Traf6 pathway for the infection-triggered induction of miR-146a/b in the zebrafish embryo model. Furthermore, we used morpholino knockdown to suppress the function of miR-146a and miR-146b and analyzed the effects of this down-regulation by RNA deep sequencing (RNAseq) of embryos infected with *Salmonella typhimurium*. While no major effects on known targets of the MyD88-Traf6 pathway were observed, apolipoprotein-mediated lipid transport emerged as a novel infection-inducible pathway under control of miR-146a/b.

## Results

### Microarray analysis identifies infection-inducible miRNAs in zebrafish embryos and adults

In order to study the effects of bacterial infection on miRNA expression profiles in zebrafish we examined two infection conditions that are known from previous mRNA transcriptome studies to elicit a strong proinflammatory immune response: embryos at 8 hours post infection (hpi) with the *S. typhimurium* SL1027 strain and adult fish that were in the end stage of disease at 6 days post infection (dpi) with the *M. marinum* Mma20 strain [34,35]. Since embryos rely solely on innate immunity and adults also have adaptive immunity, the combination of these infection models allows determining the contribution of the two arms of the immune system to the induction of miRNAs [29,30]. To quantify microRNA gene expression profiles we used a custom designed 8×15 k Agilent zebrafish array. *S. typhimurium* infection of one-day old embryos resulted in differential expression of probes for 15 miRNAs annotated in miRBase (8 up-regulated, 7 down-regulated), while the *M. marinum*-infected adults showed differential expression of probes for 57 miRNAs (37 up-regulated, 20 down-regulated) (Figure 1A,B). The miRNA platform also contains probes for predicted hairpin structures in the zebrafish genome that might cover additional miRNAs. A large number of these probes showed differentially expression in the adult infection study (235 up-regulated, 687 down-regulated), while a much lower number was affected by infection of embryos (27 up-regulated, 37 down-regulated). Since the biological relevance of these predicted small RNAs is currently unknown, we did not consider them further in this study, but focused on the known miRNAs annotated in miRBase. Several of these miRNAs were commonly up-regulated by both of the infection conditions, including miR-21 (mature miRNA and its star sequence), miR-29a, miR-29b, miR-146a, and miR-146b (Figure 1A). Since zebrafish embryos have not yet developed adaptive immunity, it can be concluded that the context of innate immunity is sufficient to induce the expression of these miRNAs.

**Figure 1:**
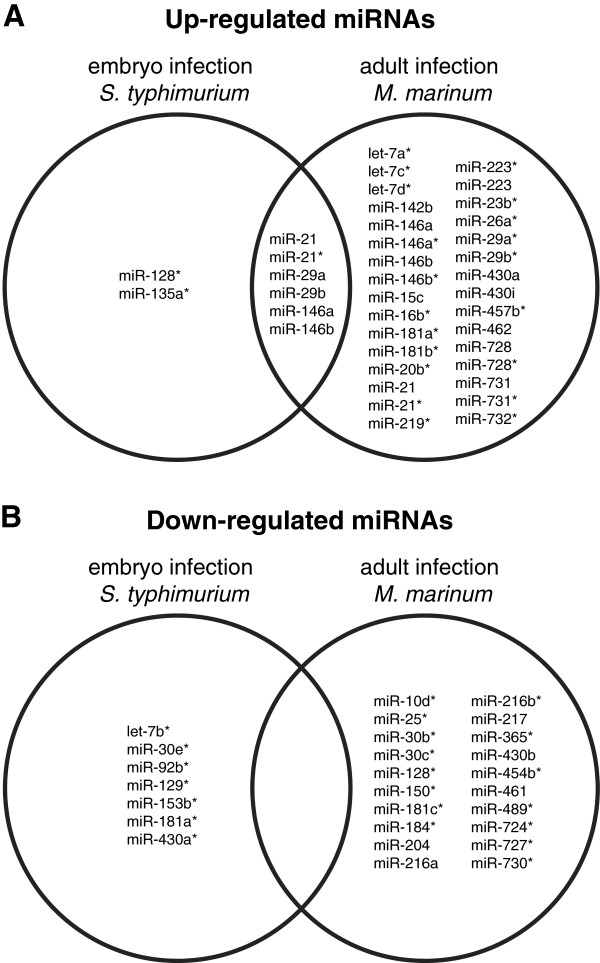
**Microarray analysis of miRNA expression during bacterial infections of zebrafish embryos and adult fish.** The Venn diagrams show the miRBase annotated miRNAs or miRNA star sequences (*) that were up-regulated **(A)** or down-regulated **(B)** during infection of zebrafish embryos with *S. typhimurium* SL1027 or infection of adult zebrafish with *M. marinum* Mma20. *S. typhimurium* infection of embryos was performed by micro-injection into the caudal vein at 28 hpf and miRNA expression was analyzed at 8 hpi in comparison with control embryos mock-injected with PBS. Adult zebrafish were infected with *M. marinum* by intraperitoneal infection and miRNA expression at 6 dpi was compared with PBS-injected controls.

### miR-146a and miR-146b are induced during zebrafish infection with *S. typhimurium* and *M. marinum*

MiRNAs of the miR-146 family, which emerged as infection-inducible miRNAs from the microarray analysis of embryonic and adult zebrafish, have previously been linked to the innate immune response in mammalian systems [11]. To confirm the induction of these miR-146 family members we analyzed miR-146a and miR-146b expression by TaqMan qPCR analysis. MiR-222, which showed unaltered expression in the microarray study, was used as a control for normalization. In agreement with the microarray data, miR-146a and b were specifically induced in embryos at 8 hours post injection (hpi) with the *S. typhimurium* SL1027 strain (Figure 2A). Their induction was also observed in infections with an attenuated LPS mutant (Ra) strain, SF1592 (Figure 2B). Furthermore, induction of miR-146a and miR-146b was detected in zebrafish larvae at an advanced stage of *M. marinum* Mma20 infection (Figure 2C). The increase of miR-146a expression in embryos infected with *S. typhimurium* could be completely blocked with a morpholino targeting this miRNA (Figure 2A,B) and this morpholino was effective even up to the larval stage in reducing *M. marinum*-induced miR-146a expression (Figure 2C). The *S. typhimurium*-induction of miR-146b in embryos could also be reduced by morpholino treatment, (Figure 2A,B), but the miR-146b morpholino was no longer effective at the larval stage where *M. marinum* infection was analyzed. In agreement with the microarray data, induction of miR-146a and miR-146b was also confirmed in adult zebrafish infected with *M. marinum* (Figure 2D).

**Figure 2:**
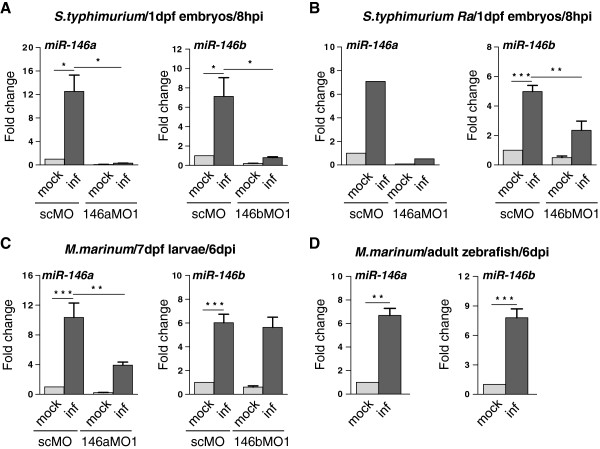
**Expression of miR-146a and miR-146b is enhanced upon bacterial infections. (A)** MiR-146a/b induction in zebrafish embryos by *S. typhimurium*. Embryos were injected with *S. typhimurium* SL1027 (inf) or PBS (mock) at 28 hpf and expression of miR-146a/b was analyzed at 8 hpi. The specificity of miRNA inductions was analyzed with morpholinos (MO) targeting miR-146a (146aMO1) or miR-146b (146bMO1). As a control a standard control morpholino (scMO) was injected. Data are the mean ± SEM of samples from two independent experiments. **(B)** MiR-146a/b induction by the attenuated *S. typhimurium* LPS mutant (Ra) strain SF1592. Experimental conditions were the same as for infection with wild type *S. typhimurium* (miR-146a: single experiment, miR-146b: mean ± SEM of three replicates). **(C)** MiR-146a/b induction in zebrafish larvae with *M. marinum* infection. Embryos were treated with miR-146a/b-targeting or control morpholinos as above, injected with *M. marinum* Mma20 (inf) or PBS (mock) at 28 hpf, and expression of miR-146a/b was analyzed in larvae at 6 dpi. Data are the mean ± SEM of samples from two independent experiments. **(D)** MiR-146a/b induction in *M. marinum*-infected zebrafish adults. Adult zebrafish were injected intraperitoneally with *M. marinum* Mma20 or mock-injected with PBS and RNA was collected at 6 dpi [35]. Data are the mean ± SEM of three fish per condition. Expression levels in all experiments were determined by TaqMan qPCR and relative expression levels are shown with the mock control set at 1. Asterisks indicate significant differences (*, P < 0.05; **, P <0.01; ***, P <0.001) tested by one-way ANOVA analysis with Tukey’s method as post-hoc test **(A**-**C)** or by an unpaired t-test **(D)**.

### Infection-inducible expression of miR-146a and miR-146b is affected by defects in signalling via the MyD88-Traf6 pathway

We used the *S. typhimurium* embryo infection model to investigate the dependency of miR-146a and miR-146b induction on TLR pathway genes. First, we used a previously described morpholino knockdown model for *traf6*, a central intermediate in TLR and TNF receptor signalling [36]. The *S. typhimurium*-induced expression levels of miR-146a and miR-146b were significantly lower in *traf6* knockdown embryos compared to controls (Figure 3A). Next, we analyzed miR-146a and miR-146b induction in a *myd88* mutant line [37]. Similar as under *traf6* knockdown conditions, miR-146a and miR-146b were still infection-inducible in *myd88* mutant embryos, but their expression levels were significantly higher in infected wild type siblings (Figure 3B). Therefore, we conclude that miR-146a and miR-146b induction is at least partially dependent on MyD88 and Traf6.

**Figure 3:**
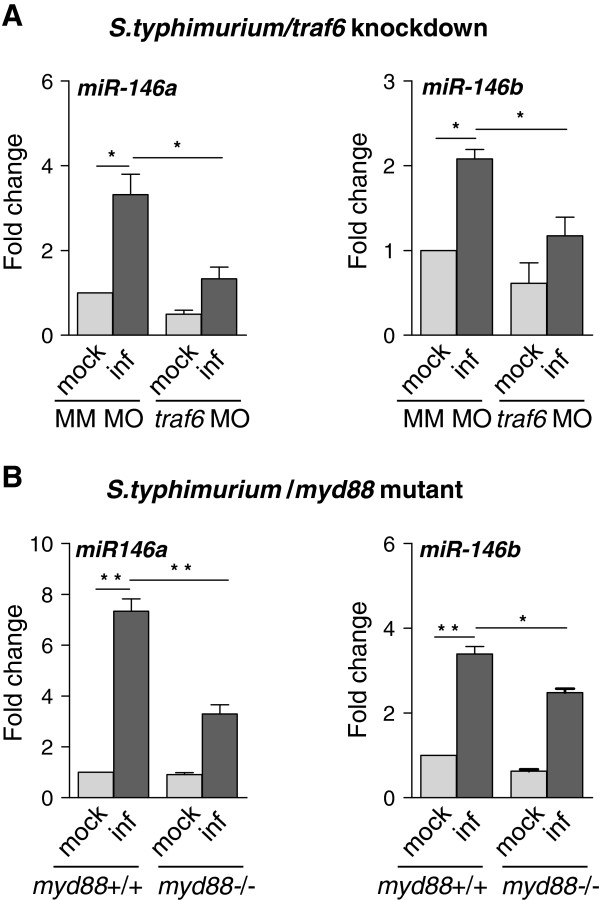
**The Traf6-MyD88 pathway is involved in up-regulation of miR-146a and miR-146b expression levels upon infection. (A)** Traf6-dependent miR-146a/b induction. Embryos were injected with *traf6* morpholino (MO) or a mismatch morpholino (MM) as a control. Embryos were infected at 28 hpf with *S. typhimurium* (inf) or mock-injected with PBS and samples were collected at 8 hpi. **(B)** MyD88-dependent miR-146a/b induction. Mutant (*myd88*-/-) and wild type siblings (*myd88*+/+) were infected with *S. typhimurium* at 28 hpf followed by sample collection at 8 hpi. Expression levels in both experiments were determined by TaqMan qPCR and relative expression levels are shown with the mock control set at 1. Data are the mean ± SEM of three replicate sample sets. Asterisks indicate significant differences (*, P < 0.05; **, P <0.01) tested by one-way ANOVA analysis with Tukey’s method as post-hoc test.

### MiR-146a and miR-146b knockdown does not affect leukocyte development in zebrafish embryos

Loss of function studies in mice and zebrafish suggested a possible role of miR-146a in the development of myeloid cells, in addition to its proposed inhibitory effect on pro-inflammatory signalling [38]. To investigate the possible requirement of miR-146a and miR-146b for leukocyte development in zebrafish embryos, we designed two different morpholinos for each miRNA (Additional file 1: Figure S1). The efficiency of the knockdown was confirmed by TaqMan qPCR analysis, showing that basal expression of miR-146a and miR-146b (Figure 4A,B) as well as their infection inducibility (Figure 2A-C) was reduced by morpholino treatments. Both of the morpholinos designed for miR-146a (146aMO1 and 146aMO2) did not affect miR-146b expression, therefore showing specific knockdown of miR-146a only (Figure 4A,B). However, one of the miR-146b morpholinos (146bMO1) showed knockdown of both miR-146a and miR146b expression (Figure 4A,B). To assess leukocyte numbers we performed immunostaining for the pan-leukocytic marker L-plastin and histochemical staining for myeloperoxidase (Mpx) activity, a specific enzyme of neutrophils. First, we analyzed the effect of combined knockdown of miR-146a and miR-146b at 2 dpf. No differences were observed between controls and morphants in the numbers of L-plastin-stained leukocytes (Figure 4C) or Mpx-positive neutrophils (Figure 4D) at this stage. Since another study had reported an inhibitory effect of miR-146a knockdown on leukocyte development at 1 dpf [38], we next analyzed the separate effects of miR-146a and miR-146b knockdown in more detail over a critical period of leukocyte development from 26 to 32 hpf. During this period primitive myeloid cells first appear over the yolk sac, and subsequently invade the head. This first wave of primitive myeloid cells is rapidly followed by differentiation of the first erythro-myeloid precursor cells in the caudal blood island region. We performed L-plastin immunostaining with 2 h intervals over the period from 26 to 32 hpf. The total number of L-plastin-positive leukocytes showed a similar increase over this time course between control embryos and embryos injected with 146aMO1, 146aMO2, or 146bMO1 (Figure 4E-I). 146bMO2 could not be included in this quantitative analysis because it affected embryo development. Nevertheless, L-plastin positive immune cells were still present in 146bMO2 morphants with mild (Figure 4J) or severe phenotypes (Figure 4K). Based on these results, we conclude that miR-146a and miR-146b are not required for leukocyte differentiation during zebrafish embryo development.

**Figure 4:**
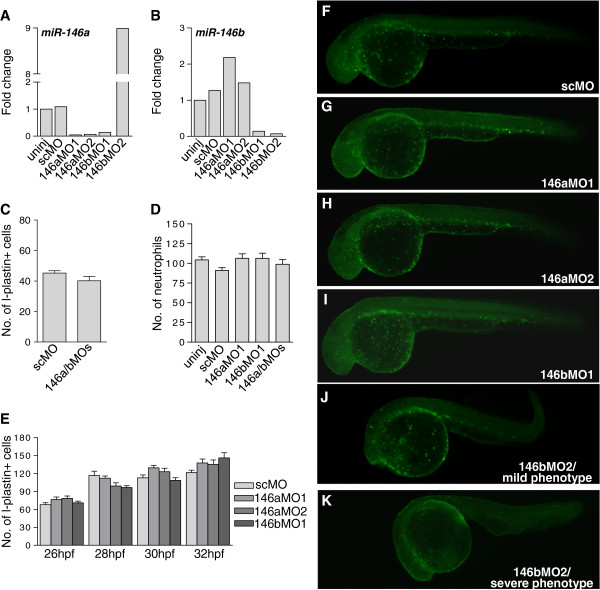
**Knockdown of miR-146a and miR-146b does not affect leukocyte development.** Embryos were injected at the 1-cell stage with morpholinos targeting miR-146a (146aMO1 and 146aMO2) or miR-146b (146bMO1 and 146bMO2) or were injected with standard control morpholino (scMO). **(A**, **B)** Confirmation of morpholino knockdown. Embryos were injected with the indicated morpholinos and RNA was collected at 2 dpf. Knockdown of miR-146a **(A)** and miR-146b **(B)** was confirmed by TaqMan qPCR. This analysis also demonstrated the specificity of morpholinos 146aMO1, 146aMO2, and 146bMO2 for their respectively target miRNAs, whereas 146bMO1 could not discriminate between the a and b forms of miR-146. 146bMO2 positively affected miR-146a expression besides blocking miR-146b expression and caused developmental aberrations **(J**, **K)**. **(C)** Quantification of L-plastin-positive leukocytes at 2 dpf. Embryos were injected with the control morpholino (scMO) or with a combination of 146aMO1 and 146bMO1 (146a/bMOs). L-plastin-labelled cells were counted manually on the left side of each embryo and the numbers present in the head, on the yolk sac, and in the tail were accumulated (n ≥ 26 embryos per group). **(D)** Quantification of Mpx-positive neutrophils at 2dpf. Embryos were injected with the indicated morpholinos. Neutrophils stained for Mpx activity were counted manually as described for L-plastin immunostaining (n ≥ 13 embryos per group). **(E)** Quantification of L-plastin-positive leukocytes at 26, 28, 30 and 32 hpf. Embryos were injected with the indicated morpholinos and L-plastin-labelled cells were counted as described above (n ≥ 16 embryos per time point). **(F-K)** Example fluorescence images of the data shown in **(E)**. The pattern of L-plastin-positive immune cells was comparable between embryos (32 hpf) injected with scMO **(F)**, 146aMO1 **(G)**, 146aMO2 **(H)**, and 146bMO1 **(I)**. 146bMO2 gave non-specific phenotypes and the number of immune cells was more variable dependent upon the severity of the phenotype **(J**, **K)**.

### Combined knockdown of miR-146a and miR-146b does not have a major effect on pro-inflammatory gene expression during *S. typhimurium* infection

In previous work, we observed that knockdown of a negative regulator of the immune response, the *ptpn6* phosphatase gene, resulted in a hyperinduction of pro-inflammatory gene expression during *S. typhimurium* infection [39]. Since miR-146 has also been proposed as a negative regulator of innate immunity [11], we hypothesized that miR-146 knockdown might have a similar effect. To test this hypothesis, we studied the effect of the combination of miR-146a and miR-146b morpholinos on gene expression in infected and mock-injected embryos by RNA deep sequencing (RNAseq) (Figure 5A). 

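The RNAseq data comprised 8 libraries, with 2 replicates in each of 4 groups. Embryos that had received the standard control morpholino were mock-injected (con) or infected (con *St*), and embryos that had received 146aMO1 and 146bMO1 at 0.75 mM each were mock-injected (146MO) or infected (146MO *St*). The infection dose was 200 to 250 CFU, injections were done at 28 hpf, and RNA was isolated 8 h later. The paper describes pools of at least 50 embryos, whereas the sample labels give 20 to 40 embryos per pool. As every library was made from a pool, the SD between replicates describes pools and not single embryos. The authors mapped the reads to Ensembl transcripts, divided reads that mapped to several transcripts by the ratio of uniquely mapped reads, and summed the reads per Ensembl gene without normalization. The files list 27882 genes by their Ensembl identifiers only, and gene symbols were taken from the paper's supplementary tables. The total per library ranged from 4796148 reads (146MO replicate 2) to 12219879 reads (con replicate 2), and 50.8% to 51.7% of these reads mapped to a single transcript. Reads that mapped to several transcripts include those shared by transcripts of the same gene. The 10 genes with the most reads held 11.1% to 11.9% of each library. Gene counts were compared with edgeR's quasi-likelihood F-test after TMM normalization, in a single model with the 4 groups, over the 18282 genes that passed edgeR's filter on low counts. Genes were counted as changed at the paper's cut-offs, an absolute fold change of at least 1.5 and an adjusted P-value of at most 0.1 (Benjamini-Hochberg). The spread between replicates corresponded to a coefficient of variation of 14.8%. In addition to the pairwise comparisons of Figure 5A, the infection effect in 146MO was compared with the infection effect in con by an interaction contrast in the same model. Expression levels are given as TMM-normalized CPM, the count of a gene scaled to the library size, as mean ± SD of the 2 libraries of a group.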

First we analyzed the basal expression differences between morpholino knockdown and the control in mock-injected embryos. Only 68 genes were affected by knockdown of miR-146a and miR-146b, among which 5 genes are members of the p53 signalling pathway (Figure 5B, Additional file 2: Table S1). This might reflect a non-specific effect of the miR-146 knockdown procedure, since morpholino effects on the p53 pathway are relatively common [40]. 

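In con vs. 146MO, 36 genes were up-regulated and 33 were down-regulated, a total of 69. The *cdkn1a* gene (ENSDARG00000076554) had 3.84 ± 1.15 CPM in con and 15.9 ± 4.17 CPM in 146MO (SD, n = 2), a log2 fold change of 2.03 (standard error 0.31, adjusted P = 0.0241, edgeR). The log2 fold changes of *ccng1* and *mdm2* were 1.22 (adjusted P = 0.00297) and 1.24 (adjusted P = 0.0138). The log2 fold change of *baxa* was 0.83 (adjusted P = 0.0604). Both 146MO libraries lay above both con libraries for each of these 4 genes. With uniquely mapped reads only, the log2 fold change of *cdkn1a* was 1.78 and no longer passed (adjusted P = 0.105). Of the reads of *mdm2*, which has 8 transcripts in the files, 16.1% mapped to a single transcript. The largest rises were those of BX649431.2 (log2 fold change 5.20, adjusted P = 0.0469) and si:dkey-204l11.1 (4.07, adjusted P = 0.0191). BX649431.2 had 117 reads over all libraries, of which 14 mapped to a single transcript. The largest falls were those of si:dkey-157g20.2 (log2 fold change -1.85, adjusted P = 0.0858) and *atoh7* (-1.72, adjusted P = 0.0229). The number of changed genes moved most without a filter on low counts, to 288. With the replicate number as a block in the model it was 113, and the difference between replicate 1 and replicate 2 correlated by 0.062 between con and 146MO over 18282 genes (which are not independent replicates), too weakly to show whether the replicates are paired.

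**Figure D1:**
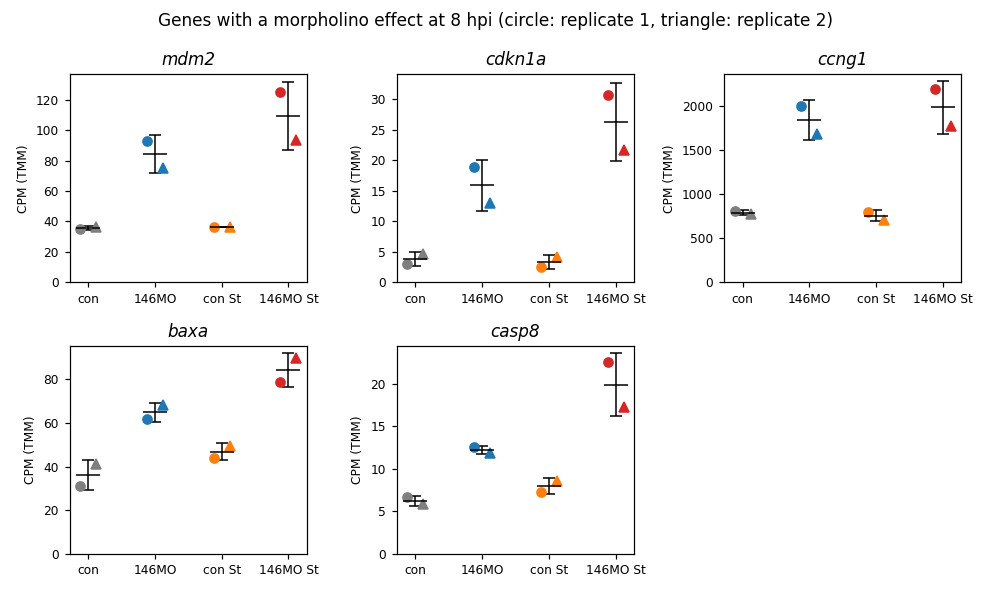
TMM-normalized CPM (vertical axes) of *mdm2*, *cdkn1a*, *ccng1*, *baxa* and *casp8* in the 4 groups, with circles for replicate 1, triangles for replicate 2, and horizontal lines and bars for the mean ± SD of the 2 libraries. For *cdkn1a*, the 146MO libraries lie at 18.8 and 12.9 CPM and the con libraries at 3.03 and 4.66 CPM.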

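In con vs. con *St*, 676 genes were up-regulated and 162 were down-regulated. Without a fold change cut-off the total rose from 838 to 1178 genes, and with the DESeq procedure rewritten for the 4 libraries of the comparison it was 621. The largest rises were those of MPEG1 (2 of 3) and CCL20 (2 of 2), with log2 fold changes of 9.48 (adjusted P = 2.79e-05, edgeR) and 8.88 (adjusted P = 0.00022). Neither gene had a read in the con libraries, so the size of these changes is set by the detection limit of the mock-injected embryos. The largest falls were those of *mpeg1* (log2 fold change -7.37, adjusted P = 0.0196) and ENSDARG00000090531 (-6.07, adjusted P = 0.0842), which had 77 and 59 reads over all 8 libraries.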

*S. typhimurium* infection had a much different effect than morpholino treatment (Figure 5B) and resulted in significant alteration of KEGG pathways related to the immune response and metabolism (Figure 5C), in agreement with previous studies [34,36,39,41]. 

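In 146MO vs. 146MO *St*, 1130 genes were changed, of which 905 were up-regulated and 225 were down-regulated. The highest log2 fold changes were those of CCL20 (2 of 2), at 9.67 (adjusted P = 7.79e-05, edgeR), and *tnfb*, at 9.23 (adjusted P = 0.000297), and neither gene had a read in the 146MO libraries. The lowest were those of C11H19orf25 (2 of 2), at -7.20 (adjusted P = 0.00692), and DKEY-14O6.6, at -6.99 (adjusted P = 0.0557), which had 96 and 62 reads over all libraries. Of the genes changed by infection in control embryos or in miR-146 morphants, 750 passed the cut-offs in a single group of embryos. When the difference between the infection effects was tested itself, 1 of these 750 genes passed, *c9* (complement component 9). Its infection effect was larger in the morphants by 2.18 on the log2 scale (standard error 0.28, adjusted P = 0.0863), and 59 of its 1478 reads mapped to a single transcript. Over all tested genes, 802 had an unadjusted P-value under 0.05 for this difference, no more than chance would give if no gene differed. The number of genes that passed for the difference ranged from 0 with DESeq2's size factors in edgeR to 137 without a filter on low counts.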

In statistical comparison between uninfected and infected groups, the total number of infection-regulated genes was higher in miR-146 morphants (753 genes) than in control embryos (574 genes) (Figure 5A, Additional file 3: Table S2). Direct statistical comparison between the infected control and morpholino groups also showed a higher number of infection-regulated genes in miR-146 morphants (118 genes, Figure 5A). However, the only pro-inflammatory marker that was induced by infection to higher levels in miR-146 morphants compared with the controls was the *matrix metalloproteinase 9* (*mmp9*) gene (Additional file 4: Table S3). 

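In con *St* vs. 146MO *St*, 92 genes were up-regulated and 45 were down-regulated, and the total of 137 became 602 without a filter on low counts. HTRA2 (6 of 31) and si:dkey-104k17.1 showed the largest rises, with log2 fold changes of 7.42 (adjusted P = 0.0987, edgeR) and 3.92 (adjusted P = 0.0299). These rises rest on few uniquely mapped reads, 2 of 50 reads for HTRA2 (6 of 31) and 3 of 151 reads for si:dkey-104k17.1. C11H19orf25 (2 of 2) and ENSDARG00000088921 showed the largest falls, with log2 fold changes of -7.50 (adjusted P = 0.0415) and -3.62 (adjusted P = 0.0583), and C11H19orf25 (2 of 2) had 13 uniquely mapped reads. With the replicate block the total was 229, and the replicate differences of con *St* and 146MO *St* correlated by 0.016 across genes, which neither supports nor excludes a pairing of the replicates.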

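The *mmp9* gene (ENSDARG00000042816) had 342 ± 10.7 CPM in con *St* and 551 ± 57.9 CPM in 146MO *St* (SD, n = 2), against 4.52 ± 1.96 CPM in con and 3.23 ± 1.27 CPM in 146MO. Infection raised it by a log2 fold change of 6.33 in control embryos (adjusted P = 2.25e-08, edgeR) and 7.28 in miR-146 morphants (adjusted P = 8.01e-09). Between the infected groups the fold change was 1.61, a log2 fold change of 0.69 (standard error 0.16, adjusted P = 0.0987). Both 146MO *St* libraries lay above both con *St* libraries, but the adjusted P-value is close to the cut-off of 0.1 and was 0.247 with DESeq2 and 0.0395 with the replicate block. The infection effects themselves differed by 0.96 on the log2 scale (standard error 0.35, unadjusted P = 0.0194, adjusted P = 0.988, edgeR). After adjustment over all genes this difference did not pass the cut-off. The paper named the gene from these same libraries, so the unadjusted P-value is no independent test. The difference ranged from 0.52 to 1.52 when each of the 8 libraries was left out in turn, and the library with the fewest reads of the gene held 11.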

RNAseq showed a 1.5-fold higher infection-induction of this gene in miR-146 morphants, which was confirmed by qPCR analysis (Additional file 5: Figure S2). 

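The *il1b* gene (ENSDARG00000005419) had 26.7 ± 14.1 CPM in con *St* and 23.6 ± 3.74 CPM in 146MO *St* (SD, n = 2), a log2 fold change of -0.17 between the infected groups (standard error 0.31, adjusted P = 0.886, edgeR). Its infection effect was 5.48 in control embryos (adjusted P = 1.82e-05) and 7.40 in miR-146 morphants (adjusted P = 1.26e-05). The difference of 1.92 between these effects had a standard error of 1.17 (adjusted P = 0.988), and the gene was near the detection limit in the mock-injected groups, at 0.555 CPM in con and 0.0897 CPM in 146MO. A list of 39 genes of the immune response was drawn up from the paper's supplementary tables, mostly cytokine, chemokine, transcription factor and signalling genes. It left out *mmp9* but kept another matrix metalloproteinase gene. All 39 were up-regulated in con vs. con *St*, with log2 fold changes from 0.69 to 8.88, and 38 were up-regulated in 146MO vs. 146MO *St*. The paper's tables hold genes found changed in these same libraries, so this rise is largely set by how the list was chosen. The count between the infected groups depends on that choice too, since *mmp9*, which the paper found higher in infected morphants, was left out. In con *St* vs. 146MO *St*, 0 of the 39 genes passed the cut-offs, and 5 had an unadjusted P-value under 0.05. The log2 fold changes between the infected groups ran from -0.70 to 0.92 with a median of 0.21. The gene closest to the cut-offs was *cebpb* (ENSDARG00000042725), with a log2 fold change of 0.57 (standard error 0.13, adjusted P = 0.089), a fold change of 1.49.

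**Figure D2:**
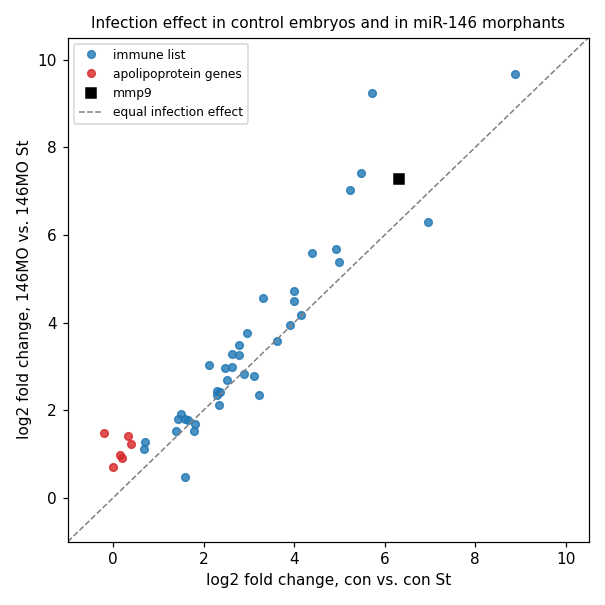
Infection effect (log2 fold change) in control embryos on the horizontal axis and in miR-146 morphants on the vertical axis, with a point per gene for the immune list and the 6 apolipoprotein genes and a square for *mmp9*. The dashed line marks equal effects, and the apolipoprotein genes lie between -0.20 and 0.40 in control embryos and between 0.70 and 1.48 in morphants.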

Other pro-inflammatory genes, such as *interleukin 1b* (*il1b*), CXCL and CCL family chemokines, and transcriptional regulators of the immune response were induced to similar levels in miR-146 morphants and controls. In conclusion, knockdown of miR-146a and miR-146b in zebrafish embryos did not have a strong effect on innate immunity signalling in the first 8 hours of the response to *S. typhimurium* infection, despite the increased expression of these miRNAs during this phase.

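Across the 1359 genes changed by infection in control embryos or in miR-146 morphants, 1274 moved in the same direction in both, and the infection effects correlated across genes with r = 0.777 (genes are not independent replicates). Of the immune list, 0 genes had an infection effect that differed between the groups, with 6 at an unadjusted P-value under 0.05, and the median difference between the effects was 0.37 on the log2 scale. The paper reasons that *mmp9* was the single pro-inflammatory marker with a higher level in infected morphants, while *il1b*, chemokines and transcriptional regulators reached similar levels in both groups. From this it concludes that the knockdown had no strong effect on innate immunity signalling within 8 h of infection.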

**Figure 5:**
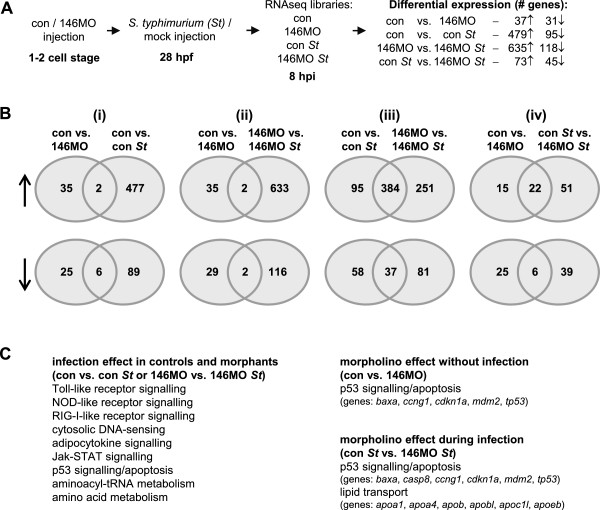
**Effect of combined miR-146a and miR-146b knockdown on the transcriptome response to *S. typhimurium *infection. (A)** Experimental set-up and DESeq analysis. Embryos treated with 146a/b morpholinos or standard control morpholino were infected with *S. typhimurium* or mock-injected with PBS, and subjected to RNAseq at 8 hpi. DESeq was used for pairwise statistical comparison of transcript count data from the four treatment groups: control/mock (con), control/infected (con *St*), 146a/bMOs/mock (146MO), and 146a/bMOs/infected (146MO *St*). The number of genes up-regulated (↑) or down-regulated (↓) is indicated. **(B)** Venn diagrams showing the overlap between differentially expressed gene sets resulting from different DESeq comparisons. Top row: up-regulated genes (↑), bottom row: down-regulated genes (↓). Venn diagrams (i) and (ii) show that there was little overlap between the morpholino effect (con vs. 146MO) and the effect of infection (con vs. con *St* or 146MO vs. 146MO *St*). Venn diagram (iii) shows strong overlap in how the control and morpholino-treated groups responded to infection. Venn diagram (iv) shows the comparison between the morpholino effect in the absence (con vs. 146MO) and in the presence (con *St* vs. 146MO *St*) of infection. **(C)** Enrichment of signalling pathways and processes revealed by gene ontology analysis. KEGG pathway analysis was performed using DAVID v6.7 (http://david.abcc.ncifcrf.gov) [42]. Pathways linked with innate immunity and metabolism were significantly enriched by infection in both the control and morpholino treatment groups (Venn diagrams i and ii above). Pathways for p53 signalling and apoptosis were enriched due to 146MO treatment both in the absence and presence of infection (overlap group in Venn diagram iv). A set of apolipoprotein genes was significantly up-regulated by infection only in the 146MO treatment group (146MO vs. 146MO *St* sector of Venn diagram iii and con *St* vs. 146MO *St* sector in Venn diagram iv).

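By edgeR, 11 genes changed in the same direction in con vs. 146MO and in con vs. con *St*, and 2 did so in con vs. 146MO and in 146MO vs. 146MO *St*. The 11 became 55 without a filter on low counts and 7 at an adjusted P-value of at most 0.05. The 2 became 22 and 1 under the same changes. The con libraries enter both sides of the first of these overlaps and the 146MO libraries both sides of the other, so these comparisons are not independent of each other.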

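Infection up-regulated 534 genes in both con and 146MO, 142 in con only and 371 in 146MO only. It down-regulated 73 genes in both, 89 in con only and 152 in 146MO only. A further 2 genes changed in opposite directions in con and 146MO, and each of them is counted in a sector for con only and in a sector for 146MO only. Of the 750 genes that passed the cut-offs in a single group, 667 moved in the same direction in the other group without passing the cut-offs there.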

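The morpholino effect was shared between mock-injected and infected embryos for 27 up-regulated and 9 down-regulated genes.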

### Combined knockdown of miR-146a and miR-146b leads to increased infection-inducibility of apolipoprotein genes

Instead of a significant effect on known innate immune response genes, the RNAseq analysis revealed a possible effect on lipid transport pathways in *S. typhimurium*-infected miR-146 morphants. 

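Matched by symbol, or by an older symbol for *apoa4*, *apobb* and *apoc1l*, the annotation of the GRCz12tu genome places *apoa4*, *apoeb* and *apoc1l* on chromosome 16 between 25207201 and 25266864. It places *apoa1a* on chromosome 5 from 38882274 to 38885280, *apoba* on chromosome 17 from 32163720 to 32187522 and *apobb* on chromosome 20 from 34057155 to 34072385. The entry for *apoa1a* also lists, as an older symbol, that of another apolipoprotein gene in the paper's supplementary tables. The position given for *apoa1a* may therefore belong to that gene. In 146MO vs. 146MO *St* all 6 passed the cut-offs, with log2 fold changes from 0.70 to 1.48 and adjusted P-values from 6.15e-05 to 0.0289 (edgeR). The largest rise was that of *apoa1a* (ENSDARG00000086583), from 118 ± 12.7 CPM in 146MO to 328 ± 29.9 CPM in 146MO *St* (SD, n = 2), a log2 fold change of 1.48 (standard error 0.26, adjusted P = 0.00465). The *apobb* gene (ENSDARG00000022767) rose from 178 ± 28.9 to 471 ± 58.8 CPM, a log2 fold change of 1.41 (standard error 0.15). The smallest rise was that of *apoc1l* (ENSDARG00000092170), from 189 ± 0.735 to 307 ± 23.8 CPM, a log2 fold change of 0.70 (standard error 0.13), and 4.86% of its reads mapped to a single transcript. The log2 fold changes of *apoa4*, *apoba* and *apoeb* were 0.97, 1.22 and 0.91. For each of the 6 genes, both 146MO *St* libraries lay above both libraries of every other group. In con vs. con *St*, 0 of the 6 passed, with log2 fold changes from -0.20 to 0.40 and adjusted P-values from 0.255 to 0.999. All 6 passed in 146MO vs. 146MO *St* and 0 passed in con vs. con *St* under every other setting that gave a test. The paper picked these 6 genes by their changes in these same libraries, so this split is largely set by how they were chosen.

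**Figure D3:**
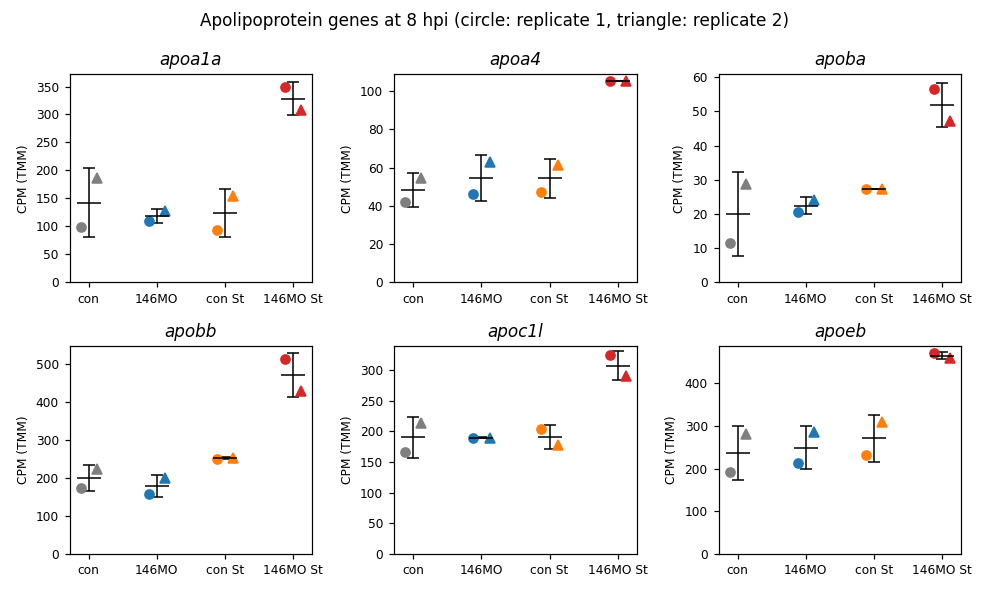
TMM-normalized CPM (vertical axes) of the 6 apolipoprotein genes in the 4 groups at 8 hpi, with circles for replicate 1, triangles for replicate 2, and horizontal lines and bars for the mean ± SD of the 2 libraries. For *apoa1a*, the 146MO *St* libraries lie at 349 and 307 CPM and the libraries of the other groups between 93.8 and 186 CPM.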

Six members of the apolipoprotein family (Figure 5C) were significantly induced upon *S. typhimurium* infection of miR-146 morphants but not in infected control embryos. To confirm this observation we performed qPCR analysis for the apolipoprotein gene family members (Figure 6). Only *S. typhimurium*-infected embryos were analyzed, since RNAseq analysis (Figure 5) showed an effect of miR-146 morpholinos on apolipoprotein gene expression levels in infected embryos but not in mock-injected controls. 

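In con *St* vs. 146MO *St*, 4 of the 6 apolipoprotein genes passed the cut-offs, *apoa1a* (log2 fold change 1.40, adjusted P = 0.0479, edgeR), *apoa4* (0.96, adjusted P = 0.0468), *apobb* (0.90, adjusted P = 0.0235) and *apoc1l* (0.69, adjusted P = 0.048). The log2 fold changes of *apoba* and *apoeb* were 0.92 (adjusted P = 0.22) and 0.78 (adjusted P = 0.115). The call for *apoeb* depended on the setting. With the replicate block it passed (log2 fold change 0.80, adjusted P = 0.0156), and 5 of the 6 genes passed in total. The number that passed ranged from 3 with uniquely mapped reads only to 6 with the 4 libraries of the comparison alone. In con vs. 146MO, 0 of the 6 passed, with log2 fold changes from -0.28 to 0.15 and adjusted P-values of at least 0.842.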

Results showed that under conditions of *S. typhimurium* infection, the expression levels of genes *apoa1a*, *apoa4*, *apoba*, *apobb*, *apoc1l*, *apoeb* were between 1.5- and 3- fold higher in miR-146 morphants compared with control embryos. Therefore, miR-146 miRNAs may be involved in fine-tuning of lipid-mediated inflammatory responses of the zebrafish embryo.

**Figure 6:**
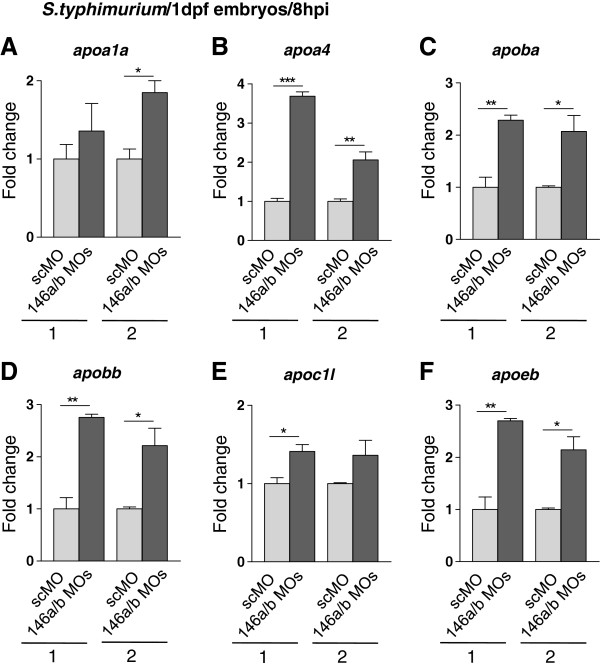
**Increased infection-induction of apolipoprotein gene expression under conditions of combined miR-146a and miR-146b knockdown. (A-F)** Embryos were injected with control morpholino (scMO) or with a combination of 146aMO1 and 146bMO1 (146a/bMOs) and infected with *S. typhimurium* as described in Figure 5. Gene expression levels of six apolipoprotein genes, *apoa1a***(A)**, *apoa4***(B)**, *apoba***(C)**, *apobb***(D)**, *apoc1l***(E)**, and *apoeb***(F)**, were analyzed by qPCR in two replicate infection experiments (1 and 2) and relative expression levels are shown with the lowest expression level set at 1. Data are the mean ± SEM of triplicate qPCR measurements. Asterisks indicate significant differences (*, P < 0.05; **, P <0.01) determined by an un-paired t-test.

## Discussion

By microarray analysis of miRNA expression in zebrafish we found that miRNAs of the miR-21, miR-29, and miR-146 families were commonly induced by infection of embryos with *S. typhimurium* and by infection of adult fish with *M. marinum*. The induction of members of the miR-21, miR-29, and miR-146 families was in line with earlier microarray studies, which reported these along with some other miRNAs, like miR-9, miR-132, miR-147, and miR-155 as infection-inducible [13,26,43,44]. We did not detect altered expression of miR-122 and miR-194, which were found to be inducible during zebrafish infection with *Vibrio harveyi*[45]. We focused our study on the miR-146 family, which is strongly linked with immune-related diseases in human. We used zebrafish at the embryo stage, when only innate immunity is functional, as an *in vivo* model to study the role of miR-146 during bacterial infection.

The miR-146a and miR-146b sequences are conserved between zebrafish and human as well as target sites in the 3′-UTR of mRNAs of innate immune pathway genes such as *IRAK1* and *TRAF6*, which are experimentally validated targets of miR-146 [11,26]. Therefore, miR-146a and miR-146b of zebrafish may function in feedback control of TLR signalling, like the human and murine counterparts [11,26]. To study the pathway by which miR-146 expression is induced in zebrafish embryos upon infection we used embryos in which TLR signalling was disrupted by morpholino knockdown of *traf6* or by mutation of *myd88*. The induction levels of miR-146a and miR-146b upon *S. typhimurium* infection were reduced under conditions of *traf6* or *myd88* deficiency, but induction was not completely abolished. In the case of *traf6* deficiency, the residual induction of miRNA expression may be due to a partial morpholino knockdown effect. We have previously shown that mutation of *myd88* strongly affects the innate immune response to *S. typhimurium* infection, but that innate immune genes can still be induced to lower levels in the absence of functional MyD88 [37]. Therefore, it is likely that both the MyD88-Traf6-dependent pathway and parallel MyD88-independent signalling routes contribute to the infection-induced expression of miR-146.

A recent study by Ghani et al. [38] suggested miR-146a to be required for myeloid cell differentiation in mouse and zebrafish. They reported that miR-146a morpholino knockdown caused an almost complete absence of myeloid cells in zebrafish embryos at 1 dpf. However, in our analysis we found no evidence for an inhibitory effect of miR-146 deficiency on myeloid cell development. We used two morpholinos for miR-146a (one of which was the same as a miR-146a morpholino used by Ghani et al. [38]), and verified the knockdown effect by TaqMan qPCR, which showed that the morpholinos effectively inhibited both the basal expression and the infection-induced expression. By immunostaining for the pan-leukocytic marker L-plastin we detected no differences in myeloid cell development between miR-146a morphants and controls over an elaborate time course between 26 and 32 hpf, which comprises the critical embryonic stages when myeloid cells differentiate and enter the circulation. Furthermore, no effect on neutrophil differentiation at 2 dpf was detected. For miR-146b we also did not observe an effect on leukocyte development with two different morpholinos targeting this miRNA. Ghani et al. [38] used mRNA in situ hybridization for detection of L-plastin, which might explain the difference with our study in which we used a sensitive immunolabelling method, which is widely used for detection and quantification of myeloid cells in zebrafish embryos [46,47]. Our conclusion that myeloid development in zebrafish embryos is not inhibited by miR-146a or miR-146b deficiencies is in line with the phenotype of miR-146a knockout mice, which also were not impaired in myeloid differentiation but in fact showed hyperproliferation of myeloid cells leading to autoimmunity [26].

Knockout mice of miR-146a are hyperresponsive to LPS, showing increased up-regulation of pro-inflammatory cytokines, such as TNF and IL-6 [26]. We used *S. typhimurium* infection of zebrafish embryos, which results in strong pro-inflammatory gene induction, to analyze the knockdown effect of miR-146a and miR146b by RNAseq analysis. We used a combination of morpholinos against miR-146a and miR-146b in the RNAseq study to avoid that the two miRNAs might compensate for each other’s loss-of-function, as their mature sequences differ only by two nucleotides. 

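In con *St* vs. 146MO *St*, the *cdkn1a* gene rose from 3.32 ± 1.19 CPM in con *St* to 26.2 ± 6.35 CPM in 146MO *St* (SD, n = 2), a log2 fold change of 2.97 (standard error 0.33, adjusted P = 0.00371, edgeR). The log2 fold changes of *mdm2* and *ccng1* were 1.59 (adjusted P = 0.00332) and 1.39 (adjusted P = 0.00145), and those of *casp8* and *baxa* were 1.32 (adjusted P = 0.0321) and 0.85 (adjusted P = 0.037). All 5 of these genes passed the cut-offs. DESeq2 gave *cdkn1a* and *casp8* similar log2 fold changes (2.96 and 1.30) but no adjusted P-value, as its filter on mean counts left them out in this comparison. For *cdkn1a*, *mdm2*, *ccng1* and *baxa*, which also passed the cut-offs in mock-injected embryos, infection did not change the morpholino effect past the cut-off. The differences ran from 0.026 to 0.94 on the log2 scale, with adjusted P-values of at least 0.988. The *casp8* gene rose by a log2 fold change of 0.98 in mock-injected embryos without passing (adjusted P = 0.161). Its difference was 0.33 (adjusted P = 0.988).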

Several genes in the p53 pathway, including p53 itself, were up-regulated in miR-146 morphants as compared to controls under infected as well as non-infected conditions. This might be attributed to the well known off target effects of morpholino oligonucleotides [40]. However, as miR-146 has been frequently linked with cancer, a direct effect on the p53 pathway cannot be excluded [18,48,49]. In fact, one of the p53 pathway genes up-regulated by miR-146 knockdown, *cdkn1a* (p21), is an experimentally validated target of miR-146a in human [50]. In total we found 73 genes which were significantly up-regulated in miR-146 infection as compared to control infection. Besides *cdkn1a*, only one other gene, *fibrinogen beta chain* (*fgb*), showed an overlap with the predicted targets of zebrafish miR-146a and miR-146b in miRBase. 

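The *fgb* gene (ENSDARG00000008969) had 28.5 ± 4.27 CPM in con *St* and 65.9 ± 13.3 CPM in 146MO *St* (SD, n = 2), a log2 fold change of 1.20 (standard error 0.22, adjusted P = 0.0415, edgeR). It was also up-regulated by infection, by a log2 fold change of 1.05 in control embryos (adjusted P = 0.0228) and 2.36 in miR-146 morphants (adjusted P = 4.36e-05), and the difference between these effects did not pass the cut-off (1.30, adjusted P = 0.575). In mock-injected embryos its log2 fold change between con and 146MO was -0.10 (adjusted P = 0.963). Of its reads, 39% mapped to a single transcript, and with uniquely mapped reads only the change between the infected groups was 0.93 and no longer passed (adjusted P = 0.151). Nor did it pass with the rewritten DESeq procedure on all 8 libraries, with a log2 fold change of 1.19 (adjusted P = 0.156).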

Fibrinogen has roles in cell adhesion, hematopoiesis, and in coagulation and complement cascades associated with primary defence against bacterial infections [51]. 

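The *traf6* gene (ENSDARG00000028058) had 14.1 ± 3.52 CPM in con *St* and 14.3 ± 1.44 CPM in 146MO *St* (SD, n = 2), a log2 fold change of 0.016 (standard error 0.23, adjusted P = 0.987, edgeR), and the sign of this small change differed between settings. The *stat1a* gene (ENSDARG00000006266) had 30.1 ± 6.91 CPM in con *St* and 32.1 ± 1.29 CPM in 146MO *St*, a log2 fold change of 0.09 (standard error 0.18, adjusted P = 0.896), with 2.03% of its reads mapped to a single transcript. Infection up-regulated both genes, *traf6* by log2 fold changes of 1.32 in control embryos and 1.15 in miR-146 morphants, and *stat1a* by 0.67 and 1.07. The genes *irak1*, *irf5* and *stat1b* are not named in the paper's supplementary tables, and their Ensembl identifiers could not be paired with a symbol, so they are not reported here.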

Expression levels of other known targets of miR-146 involved in innate immunity, such as *irak1*, *traf6, irf5* and *stat1*, were not affected, but this was not unexpected since miRNAs can act by translational inhibition.

The matrix metalloproteinase gene *mmp9* is one of the most strongly induced pro-inflammatory markers in *S. typhimurium* infection [34]. The combined morpholino knockdown of miR-146a and miR-146b led to slightly increased induction of this gene during *S. typhimurium* infection; however, this induction of *mmp9* was not accompanied by a general hyperinduction of other pro-inflammatory markers in the RNAseq analysis. 

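With each library left out in turn, the log2 fold change of *mmp9* between the infected groups stayed between 0.58 and 0.79. Its adjusted P-value was 0.0057 with the rewritten DESeq procedure on the 4 infected libraries, 0.11 with the same procedure on all 8 libraries, 0.247 with DESeq2 and 0.106 with DESeq2's size factors in edgeR. With edgeR it was 0.0592 on the 4 infected libraries only, 0.0395 with the replicate block, 1.44e-06 without a filter on low counts, 0.0554 with at least 10 counts in every library, 0.0626 with uniquely mapped reads only and 0.0344 at equal depth. The setting without a filter was not run on simulated counts, so its adjusted P-value may not be reliable.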

*MMP9* is not a predicted target gene of miR-146 in human or zebrafish, but human *MMP9* was found to be down-regulated upon miR-146a/b overexpression in MDA-MB-231 breast cancer cells and in THP-1 macrophages [20,52]. This down-regulation was suggested to occur via TLR-mediated and NFκB-dependent pathways rather than by direct targeting of *MMP9*[20,52]. Likewise, the induction of zebrafish *mmp9* under miR-146a/b knockdown conditions might be an indirect consequence of effects on upstream signalling proteins. In agreement, we have previously shown that *mmp9* induction by *S. typhimurium* infection is mediated by Traf6, which is a known target of miR-146 [11,26,36].

By targeting components of TLR signalling, miR-146 has been shown to function as a negative regulator of the innate immune response in mammals [11,26]. However, in our study of *S. typhimurium* infection in zebrafish embryos, miR-146 knockdown did not have a strong impact on the induction of proinflammatory genes. Notably, the effect of miR-146 knockdown was minor in comparison with knockdown analysis of *ptpn6*, which encodes a SH2-domain phosphatase that functions as a negative regulator of innate immunity [53,54]. In the same experimental set-up, *S. typhimurium* infection of zebrafish embryos after knockdown of *ptpn6* resulted in hyperinduction of *mmp9* and a wide range of cytokines, other immune effectors genes, and transcriptional regulators of the immune response [39], while in the case of miR-146 knockdown only *mmp9* was slightly higher induced. Furthermore, hyperinflammation in *ptpn6* morphants impaired control of *S. typhimurium* infection [39], while miR-146 knockdown had no such effect (data not shown). These results support that in the early response of zebrafish embryos to *S*. *typhimurium* infection Ptpn6 functions as a much stronger negative feedback regulator than miR-146. This would be consistent with the idea that miRNAs function in a subtle fine-tuning of the immune response [1].

While the overall knockdown effect observed in our RNAseq analysis was relatively minor, apolipoprotein-mediated lipid transport emerged as an infection-inducible pathway under miR-146 knockdown conditions. Numerous studies have linked apolipoproteins to immunoregulation and host defence [55-57]. MiR-146a has been suggested to be involved in negative regulation of oxidized low-density lipoprotein-(LDL) accumulation in macrophages [52]. Lipid accumulation in macrophages is associated with the inflammatory processes that lead to atherosclerosis. The expression of miR-146a was found to be down-regulated when THP-1 macrophages were stimulated with oxidized LDL. Furthermore, miR-146 overexpression reduced intracellular LDL cholesterol content and secretion of IL6, IL8, and MMP9 via TLR4-mediated signalling. A similar effect on LDL accumulation was observed by silencing miR-155, another important miRNA regulator of immune processes [58]. Based on its regulatory role in lipid accumulation miR-146a has been proposed as a potential therapeutic candidate for atherosclerosis treatment [52]. Our results support the inhibitory function of miR-146 in lipid-mediated inflammatory responses and the proposed application as a therapeutic target.

## Conclusion

Recent studies have demonstrated the involvement of miRNAs in immune processes and their link to inflammatory disorders and have increased interest to find the molecular pathways responsible for miRNA action [1]. MiR-146 has been recognized as a modulator of the innate and adaptive immune responses in mammals [11,26,28]. In a microarray analysis of miRNA expression in zebrafish, both of the miR-146 family members, miR-146a and miR-146b, were found to be inducible by *S. typhimurium* and *M. marinum* infections. The miR-146 family members were commonly induced during infections of embryos and adult fish, along with miRNAs of the miR-21 and miR-29 families, which also have been implicated in immunity and infection. The induction of these miRNAs in embryo infection models links them specifically with the innate immune response, as adaptive immunity is not yet functional at early developmental stages. We exploited the embryo model as an *in vivo* system to investigate the role of miR-146 in the innate immune response to *S. typhimurium* infection. Induction of miR-146a and miR-146b by infection was shown to be affected by deficiencies in Traf6 and Myd88, which are central intermediates of Toll-like receptor and cytokine signalling pathways. MiR-146 has previously been implicated in negative feed-back regulation of these pathways [11,26], similar to a number of signalling proteins, including the protein-tyrosine phosphatase Ptpn6 [53,54]. However, whereas knockdown of the *ptpn6* gene caused hyperinflammation in zebrafish embryos [39], knockdown of miR-146 in *the S. typhimurium* embryo infection model had no major effect on pro-inflammatory gene expression or on the expression of transcriptional regulators and signal transduction components of known immune response mediators. In contrast, several members of the apolipoprotein gene family (*apoa1a*, *apoa4*, *apoba*, *apobb*, *apoc1l*, and *apoeb*) were infection inducible only under miR-146 knockdown conditions. 

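When the difference between the infection effects in miR-146 morphants and in control embryos was tested, it was positive for all 6 apolipoprotein genes in the main model. With each library left out in turn it ranged from -0.08 to 1.30 for *apoba*, so the sign for this gene depends on a single library, and it stayed above 0 for the other 5 genes. It was largest for *apoa1a*, at 1.68 on the log2 scale (standard error 0.37, adjusted P = 0.444, edgeR), and smallest for *apoc1l*, at 0.70 (standard error 0.18, adjusted P = 0.695). For *apobb*, with the lowest adjusted P-value of the 6, it was 1.07 (standard error 0.20, adjusted P = 0.27). After adjustment over all genes 0 of the 6 passed the cut-off, and 5 had an unadjusted P-value under 0.05, the exception being *apoba*. As the paper picked the 6 genes from these same libraries, their unadjusted P-values are no independent test. With DESeq2, 1 of the 6 passed, and without a filter on low counts 5 passed. Without the filter the difference for *apoa1a* hardly moved (1.69), but its adjusted P-value fell to 3.97e-18 (edgeR). That setting was not run on simulated counts, so its adjusted P-values may not be reliable and add no firm evidence.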

The apolipoprotein family has been linked to immunoregulation and host defence in many studies [55,56]. Consistent with a previous report proposing miR-146a as a negative regulator of LDL accumulation in human macrophages and a therapeutic target for atherosclerosis treatment [52], our results suggest a possible function of miR-146 in regulating apolipoprotein-mediated lipid transport under the inflammatory conditions of *S. typhimurium* infection.

## Methods

### Zebrafish husbandry

Zebrafish were handled in compliance with the local animal welfare regulations and maintained according to standard protocols (zfin.org). The breeding of adult fish was approved by the local animal welfare committee (DEC) of Leiden University. All protocols adhered to the international guidelines specified by the EU Animal Protection Directive 2010/63/EU. Embryos from the zebrafish AB/TL line were used for the infection experiments. In addition, an infection experiment was performed using embryos from a *myd88* mutant line and wild type siblings as a control [37]. Embryos were grown at 28–30°C in egg water (60 μg/ml Instant Ocean sea salts). For the duration of bacterial injections embryos were kept under anesthesia in egg water containing 200 μg/mL tricaine (Sigma-Aldrich). Significance cut-offs for DEseq analysis were set at: absolute fold change ≥1.5 and adjusted P-value ≤ 0.1. Embryos used for immunostaining and Myeloperoxidase (Mpx) assay were kept in egg water containing 0.003% 1-phenyl-2-thiourea (Sigma-Aldrich) to prevent melanization.

### Infection experiments

*S. typhimurium* infections were performed using strain SL1027 and its isogenic LPS Ra mutant derivative SF1592, carrying the DsRed expression vector, pGMDs3 [59]. *M. marinum* infections were performed with strain Mma20 expressing mCherry in pSMT3 vector [35,60]. Bacteria were grown and prepared for injections as previously described and microinjected into the caudal vein of embryos at 28 hours post fertilization (hpf), using a dose of 200–250 CFUs of *S. typhimurium* or 100 CFU of *M. marinum* per embryo [61]. As a control, embryos were mock-injected with PBS. After injections, embryos were transferred to fresh egg water and incubated at 28°C. Adult zebrafish infected with the *M. marinum* Mma20 strain (6 dpi) and PBS-injected control fish were from a previous study [35].

### RNA/miRNA isolation and quality check

Embryos were snap frozen in liquid nitrogen and kept at -80°C. Adult zebrafish were homogenized in liquid nitrogen and kept in portions of 50–100 μg of powdered tissue at -80°C. Total RNA was isolated from frozen embryos or tissue homogenates using the miRNeasy Mini kit (Qiagen) with an on-column DNA purification with RNase Free DNase set (Qiagen). RNA quality of samples for RNAseq analysis was checked with an Agilent Bioanalyzer 2100 using the RNA 6000 Nano series Kit (Agilent, Santa Clara, CA, USA). All samples had a RNA integrity value (RIN) of 10.

### Microarray analysis of miRNAs

Custom-designed 8×15 k microarray slides were ordered from Agilent Technologies. The 15 k custom design was obtained from Edwin Cuppen and Eugene Berezikov (Hubrecht Institute, Utrecht, The Netherlands) and has been submitted into the Gene Expression Omnibus (GEO) database (GPL 15403). The 15 k design contained a duplicate of 7604 probes of 60-oligonucleotide length. The probes consisted of 2x22 nucleotide sequences antisense to mature miRNAs separated by a spacer of 8 nucleotides (CGATCTTT) and with a second spacer with the same sequence at the end. From 7604 probes 546 were designed for left (5′) and right (3′) arms of the hairpins of zebrafish miRNAs that are known in miRBase, while the remainder 7058 probes corresponded to predicted hairpin structures in the zebrafish genome that might include additional miRNAs. Total RNA, including microRNA, was extracted from pools of 20–30 embryos or from individual adult fish using the miRNeasy Mini Kit® (Qiagen). Three biological replicates were used for each condition. RNA labelling was carried out with the miRCURY™ LNA microRNA, Hy3™/Hy5™ Power Labelling kit (Exiqon) using 1 μg of total RNA according to the manufacturer’s instructions. RNA samples from infected embryos or adults were labelled with Hy3 and hybridized against Hy5-labelled RNA samples from PBS-injected controls. The dual color hybridization of the microarray chips was performed according to Agilent protocol GE2_105_Jan09 (http://www.Agilent.com) for two-color microarray-based gene expression analysis except that hybridization and washing was performed at 37°C. The arrays were scanned with DNA Microarray Scanner G2505B from Agilent Technologies. The arrays were scanned twice with 10% PMT and 100% PMT laser power. Microarray data was processed from raw data image files with Feature Extraction Software 9.5.3.1 (Agilent Technologies). The XDR function was used to extend the dynamic range. Processed data were subsequently imported into Rosetta Resolver 7.1 (Rosetta Biosoftware, Seattle, Washington) and subjected to default ratio error modelling. Ratio results from control vs. infected replicates were combined using the default ratio experiment builder. Significance cut-offs for the ratios of infected versus control were set at 1.5-fold change at P ≤ 10 - 4. Significance cut-offs for DEseq analysis were set at: absolute fold change ≥1.5 and adjusted P-value ≤ 0.1. The raw data have been submitted to GEO under accession number GSE45410.

### Morpholino knockdown

Morpholino oligonucleotides (GeneTools) were diluted to the desired concentration in 1× Danieau buffer (58 mM NaCl, 0.7 mM KCl, 0.4 mM MgSO_4_, 0.6 mM Ca(NO_3_)_2_, 5.0 mM HEPES; pH 7.6) containing 1% phenol red (Sigma-Aldrich) and approximately 1 nl was injected at the 1–2 cell stage using a Femtojet injector (Eppendorf). For knockdown of miR-146a and miR-146b two morpholinos were used against each of them. The first morpholino for miR-146a (146aMO1: 5′ACCATCTATGGAATTCAGTTCTCAG3′) targets the miRNA guide strand and the second morpholino (146aMO2: 5′GAGCCCAUAGAUGAACUUUUCAUGA3′) overlaps with the star strand and the dicer cleavage site on the star strand (Additional file 1: Figure S1A). For miR-146b, the first morpholino (146bMO1: 5′GACACCCTTGGAATTCAGTTCTCAA3′) also targets the guide strand, and the second morpholino (146bMO2: 5′CGTGGGCTGAATATAAAGCAGACAC3′) overlaps with both dicer cleavage sites and part of the star strand (Additional file 1: Figure S1B). All miR-146 morpholinos could be used at a concentration of 0.75 mM without causing morphological defects, except146b-MO2, which was highly toxic. Another morpholino design for miR-146b was not recommended by GeneTools. For *traf6* knockdown we used a previously described morpholino [36]. As a control the standard control morpholino (scMO) from GeneTools was used as previously described [39].

### Detection of leukocytes

Embryos were fixed in 4% paraformaldehyde (PFA) in PBS. Immunofluorescence detection of leukocytes was performed with a 1:500 dilution of polyclonal rabbit Ab against L-plastin [57] and Alexa Fluor 488 goat anti-rabbit IgG secondary Ab (Molecular Probes), as previously described [62]. Fluorescence images were taken with a Leica MZ16FA stereo fluorescence microscope equipped with a DFC420C digital color camera. Histochemical detection of neutrophils was performed by Mpx activity staining using the Peroxidase Leukocyte Kit (Sigma-Aldrich) as previously described [62].

### RNAseq analysis

For RNAseq analysis, embryos were injected with a combination of 146aMO1 and 146bMO1, or with the scMO. Subsequently, at 28 hpf they were infected with *S. typhimurium* or mock-injected with PBS, and RNA was isolated from pools of at least 50 embryos at 8 hours post injection (hpi). Two independent experiments were performed for RNAseq analysis of biological duplicates. A total of 3 μg of RNA was used to make RNAseq libraries using the Illumina TruSeq RNA Sample Preparation Kit v2 (Illumina Inc., San Diego, USA). In the manufacturer’s instructions two modifications were made. In the adapter ligation step 1 μl instead of 2.5 μl adapter was used. In the library size selection step the library fragments were isolated with a double Ampure XP purification with a 0.7× beads to library ratio. The resulting mRNA-Seq library was sequenced using an Illumina HiSeq2000 instrument according to the manufacturer’s description with a read length of 2 × 50 nucleotides. Image analysis and base calling was done by the Illumina HCS version 1.15.1. Sequence reads were quality trimmed using the quality_trim module in the CLCbio Assembly Cell v4.0.6. Filtered reads were mapped to Ensembl transcripts (Zv9_63) using the ref_assemble_short module in the CLCbio Assembly Cell v4.0.6. Accumulation of transcripts to Ensembl genes was done by first converting the mapping files to a table with the assembly_table module in the CLCbio Assembly Cell v4.0.6. Secondly a custom script was used that sums all reads belonging to a transcript. Non-uniquely mapped reads were divided between transcripts according to their ratio of uniquely mapped reads. Finally, read counts of transcripts belonging to the same gene were summed to obtain count data at Ensembl gene level. Fold-change and differential expression significance values were calculated from gene level read counts using the DESeq package (version 1.8.3) available in Bioconductor (version 2.10). DESeq utilizes a negative binomial distribution for modeling read counts per gene and implements a method for normalizing the counts [63]. Significance cut-offs for DEseq analysis were set at: absolute fold change ≥1.5 and adjusted P-value ≤ 0.1. The raw data have been submitted to GEO under accession number GSE45410.

### Quantitative RT-PCR analysis

For quantification of miR-146a/b expression levels, RT-PCR reactions were performed using a TaqMan microRNA reverse transcription kit (Applied Biosystem) according to the manufacturer’s instructions. Briefly, 10 ng of total RNA was reverse transcribed using 5× RT primers (Custom TaqMan small RNA Assay-Applied Biosystem) in a total reaction volume of 15 μl. Reactions were kept on ice for 5 min and then were transferred to the thermal cycler for incubations at 16°C and 42°C for 30 min each, followed by an incubation at 85°C for 5 min. Quantitative RT-PCR with 0.665 μl cDNA input per reaction was performed using a Custom TaqMan small RNA Assay for each miRNA and a TaqMan Universal PCR Master Mix (Applied Biosystem) in a total of 10 μl per reaction. Cycle threshold values were calculated under the parameters of 40 cycles of 10 min at 95°C, 15 sec at 95°C and 60 sec at 60°C. All reactions were performed in triplicate. For normalization, miR-222, which showed no changes in response to bacterial challenge, was taken as reference. Results were analyzed using the ∆∆Ct method. Quantification of *mmp9* and apolipoprotein gene expression was performed as previously described [39], using the *ppial* gene for normalization and the primers in Additional file 6: Table S4.

### Availability of supporting data

The data sets supporting the results of this article are available in the Gene Expression Omnibus repository under accession number GSE45410 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE45410).

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

AO and ZK performed experiments, analyzed data, prepared figures and wrote the manuscript. VL performed experiments and analyzed data. JJYR analyzed data. MM and HPS provided materials and resources for this study and gave input for the manuscript. AHM conceived and supervised the study and wrote the manuscript. All authors read and approved the final version.

## Supplementary Material

Additional file 1: Figure S1. Target sites of miR-146a and miR-146b morpholinos on their respective miRNAs. The stem-loop sequences of the zebrafish miR-146a and miR-146b homologs, dre-miR-146a (A) and dre-miR-146b (B) are shown with the miRNA guide strand in lower case. The activity of miRNAs can be blocked using morpholinos complementary to the miRNA guide strand or to the Drosha or Dicer nucleolytic processing sites of the primary miRNA or pre-miRNA (http://www.gene-tools.com). Regions targeted by the morpholinos are indicated in blue (146aMO1 and 146bMO1) or yellow (146aMO2 and 146bMO2), and overlap between two morpholino regions is shown in green. Click here for file

Additional file 2: Table S1. Effect of miR-146a and miR-146b knockdown on gene expression in the absence of infection. The table lists the genes showing significantly up- or down-regulated expression under knockdown conditions of miR-146a and miR-146b in comparison with control embryos (experimental set-up shown in Figure 5A). 

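The table gives, for each gene past the cut-offs in con vs. 146MO, the DESeq fold change, which is the ratio of the normalized mean counts of the libraries of each group, and the adjusted P-value. The paper's table lists 67 genes, and 52 of them passed the same cut-offs with edgeR. Over the 65 genes with a finite fold change in the table, the log2 fold changes of the table and of edgeR differed by a median of 0.0091. When the DESeq procedure was rewritten and run on the 4 libraries of the comparison, all 67 genes passed, and the median difference was 2.88e-06.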

Significance cut-offs were: -1.5 ≤ fold change ≤ 1.5 and adjusted P-value ≤ 0.1 in statistical analysis with DESeq. Some genes were undetectable in one of the samples, resulting in an infinite fold change, which is indicated in the table as Inf or Inf down for up- and down-regulated genes, respectively. Genes are annotated by Ensembl ID, description and gene symbol. Click here for file

Additional file 3: Table S2. Effect of *S. typhimurium* infection on gene expression in control embryos and under conditions of miR-146a and miR-146b knockdown. The table lists the genes showing significantly up- or down-regulated expression due to *S. typhimurium* infection in embryos injected with a standard control morpholino or with a combination of morpholinos targeting miR-146a and miR-146b (experimental set-up shown in Figure 5A). 

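Of the paper's 574 genes for control embryos, 557 passed the cut-offs in con vs. con *St* with edgeR, and of the paper's 753 genes for the morphants, 744 passed in 146MO vs. 146MO *St*. The rewritten DESeq procedure on 4 libraries called all of the listed genes in both comparisons. It called 621 genes in con vs. con *St* and 827 genes in 146MO vs. 146MO *St*, so that some genes it called are not marked as significant in the table.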

Significance cut-offs were: -1.5 ≤ fold change ≤ 1.5 and adjusted P-value ≤ 0.1 in statistical analysis with DESeq. Significant values are marked yellow. Some genes were undetectable in one of the samples, resulting in an infinite fold change, which is indicated in the table as Inf or Inf down for up- and down-regulated genes respectively. Genes are annotated by Ensembl ID, description and gene symbol. Click here for file

Additional file 4: Table S3. Effect of miR-146a and miR-146b knockdown on gene expression during *S. typhimurium* infection. The table lists the genes showing significantly up- or down-regulated expression in *S. typhimurium*-infected embryos under knockdown conditions of miR-146a and miR-146b in comparison with *S. typhimurium*-infected control embryos (experimental set-up shown in Figure 5A). 

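Of the 118 genes in the paper's table, 96 passed the cut-offs with edgeR and all 118 passed with the rewritten DESeq procedure on 4 libraries, which called 139 genes. A gene with 0 reads in both libraries of a group has no finite ratio, which the table writes as Inf, whereas edgeR adds a small prior count and gives a finite log2 fold change.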

Significance cut-offs were: -1.5 ≤ fold change ≤ 1.5 and adjusted P-value ≤ 0.1 in statistical analysis with DESeq. Some genes were undetectable in one of the samples, resulting in an infinite fold change, which is indicated in the table as Inf or Inf down for up- and down-regulated genes, respectively. Genes are annotated by Ensembl ID, description and gene symbol. Click here for file

Additional file 5: Figure S2. Increased *mmp9* expression in *S. typhimurium* infection under knockdown conditions of miR-146a and miR-146b. Embryos were injected with control morpholino (scMO) or with a combination of 146aMO1 and 146bMO1 (146a/bMOs) and infected with *S. typhimurium* or mock-injected with PBS as described in Figure 5. Gene expression of *mmp9* was analyzed by qPCR and relative expression levels are shown with the mock control set at 1. The *mmp9* induction level after *S. typhimurium* infection was significantly higher in miR-146a/miR-146b morphants than in control embryos, consistent with the results of RNAseq analysis (Additional file 4: Table S3). Data are the mean ± SEM of samples from two independent experiments. Asterisks indicate significant differences (*, P < 0.05; **, P <0.01) tested by one-way ANOVA analysis with Tukey’s method as post-hoc test. Click here for file

Additional file 6: Table S4. Primer sequences for qPCR analysis of apolipoprotein genes. Forward and reverse primer sequences for apolipoprotein genes A-1a, A-IV, Ba, Bb, C1-like, and Eb. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

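RNAseq was done on zebrafish embryos injected with the standard control morpholino or with morpholinos against miR-146a and miR-146b, and then infected with *S. typhimurium* or mock-injected, which gives the groups con, con *St*, 146MO and 146MO *St*. Each group has 2 libraries, so 8 libraries were analysed. Conditions and replicate numbers were taken from the sample labels, and group names from Figure 5A. The paper states that 2 independent experiments were done, and the labels number the replicates 1 and 2 in every group, so the replicate number was taken as the number of the experiment for the alternative with a replicate block. The paper names no design with a pairing of the experiments, so the main model has no block. The differences between replicate 1 and replicate 2 correlated across genes between groups by -0.0837 (con and 146MO *St*) to 0.246 (con and con *St*), which is weak evidence for a pairing at most. With the block the number of changed genes rose in all 4 comparisons. It rose from 69 to 113 in con vs. 146MO and from 137 to 229 in con *St* vs. 146MO *St*. In counts simulated without a pairing it fell from 183 to 178 in con *St* vs. 146MO *St*. In the simulated con vs. 146MO, where no gene was changed, it was 0 with and without the block. A pairing by experiment is therefore not excluded, and the main model, which was set before the data were examined, leaves it out.

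According to the paper, the authors trimmed and mapped the reads with CLCbio Assembly Cell 4.0.6 against Ensembl transcripts and summed them per Ensembl gene. The values used here are the estimated counts per gene that the authors deposited, the uniquely mapped reads plus a share of the reads that mapped to several transcripts, which the authors divided by the ratio of uniquely mapped reads. They are whole numbers without normalization. The deposited counts of uniquely and non-uniquely mapped reads were used to describe the depth behind a gene and in an alternative with uniquely mapped reads only. The RPKM values that the authors computed from the corrected counts and the longest transcript of a gene were not analysed further. Recalculating them from the counts gave a largest difference of 3.23% among the genes checked, where counts had been rounded.

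Each file lists 27882 genes, of which 25766 had a count in at least 1 library. Totals ranged from 4796148 to 12219879 reads per library. No pair of libraries had the same count for more than 1.91% of the genes compared, so no library was present as a copy of another. The spread between replicates was a coefficient of variation of 14.8%. Genes with few reads, such as those that were absent in mock-injected embryos, have large standard errors.

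Groups were compared with edgeR 4.0.16 in R 4.3.3. Counts were normalized with TMM, genes were kept by edgeR's filterByExpr with the 4 groups (18282 genes), and a quasi-likelihood model with a mean per group was fitted to all 8 libraries. The F-test was applied to con vs. 146MO, con vs. con *St*, 146MO vs. 146MO *St* and con *St* vs. 146MO *St*, and to the difference between the infection effects in 146MO and in con. P-values were adjusted by Benjamini-Hochberg over all tested genes of a comparison. The cut-offs were those of the paper, an adjusted P-value of at most 0.1 and an absolute fold change of at least 1.5. The standard error of a log2 fold change was taken as its size divided by the square root of F. With 2 libraries per group, a test for outlying libraries or against other splits of the libraries would have been weak, and none was run.

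The procedure was tested on simulated counts with the group sizes and depths of the libraries. Of 200 simulated changed genes, edgeR recovered 82.5% in a comparison of a pair of groups, with 9.84% of its calls false. For the difference between infection effects it recovered 61%, with 11.59% of its calls false. Every simulated change was larger than the difference of 0.96 on the log2 scale found for *mmp9*, and genes with few reads were not changed. The recovery of smaller changes, or of changes in genes with few reads, was therefore not tested. In the comparison of a pair of groups DESeq2 recovered 82%, and the rewritten DESeq procedure recovered 66% with 4 libraries.

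The alternatives chosen before the data were examined were DESeq2 1.42.0 with its own size factors and filter, the exact test of the original DESeq rewritten after its publication (with dispersions from all 8 libraries or from the 4 libraries of a comparison), edgeR with the 4 libraries of a comparison only, a replicate block, no filter on low counts, at least 10 counts in every library, DESeq2's size factors in edgeR, an adjusted P-value of at most 0.05, no fold change cut-off, and leaving out each library in turn. The authors used DESeq 1.8.3. Alternatives with uniquely mapped reads only and with every library thinned at random to 4796148 reads were added after the data had been seen.

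Named genes followed a rule set before the data were examined. They are the genes the paper names for its RNAseq data, and in each comparison the 2 genes with the largest rise and the 2 with the largest fall among those past the cut-offs whose libraries of one group all lay above those of the other. Other apolipoprotein and immune genes are named only where they passed a cut-off between the infected groups or for the difference between infection effects. The immune list of 39 genes was drawn up from the paper's supplementary tables before the data were examined. Gene symbols come from these tables, because the reference annotation gives no Ensembl identifiers. Positions were looked up by symbol in the annotation of GRCz12tu, a later assembly than the one the authors mapped to. The genes *irak1*, *irf5* and *stat1b*, and the miR-146 genes themselves, have no symbol paired with an identifier and are left out. A further gene that the paper names is not reported here. KEGG enrichment, the qPCR data and the microarray data were not analysed here.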

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

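The explanations below were tested after the result had been seen. Of the settings used for this, uniquely mapped reads only and equal depth were also added after the data had been seen. The other settings, among them the fits without a library and the replicate block, had been chosen before the data were examined.

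The infection effect on *c9* differed between miR-146 morphants and control embryos by the test of the difference itself. It was the only gene among 18282 to do so at the cut-offs in the main model. An unadjusted P-value under 0.05 was reached by 802 genes, no more than chance would give if no gene differed. Under other settings the number of such genes ran from 0 to 137, and it was 8 with the replicate block and 30 with DESeq2. Infection raised *c9* by a log2 fold change of 0.43 in control embryos (adjusted P = 0.287) and 2.61 in morphants (adjusted P = 6.05e-06), a difference of 2.18 (standard error 0.28, adjusted P = 0.0863). Its level was 15.6 ± 0.598 CPM in con, 20.9 ± 0.748 CPM in con *St*, 7.72 ± 0.773 CPM in 146MO and 46.8 ± 10.9 CPM in 146MO *St* (SD, n = 2). Both 146MO libraries were below both con libraries, and both 146MO *St* libraries were above both con *St* libraries, so the difference arose from a lower level in mock-injected morphants as well as a higher level in infected morphants. The paper does not report this gene in its text.

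Library depth was weighed first. With every library thinned to the same depth the difference was 2.40 (adjusted P = 0.054), a shift smaller than its standard error. Random thinning keeps the ratios between groups apart from sampling noise, so this check could hardly have moved the difference and does not decide the role of depth. Leaving out each library in turn gave differences from 1.93 to 2.41, so no single library accounts for it. The 10 genes with the most reads took 11.1% to 11.9% of every library, which leaves little room for a few genes to distort the levels. With the replicate block the difference was 2.20 (adjusted P = 0.0379). Reads shared with other genes could not be ruled out. The gene has 4 transcripts in the files and 59 of its 1478 reads were uniquely mapped. On those reads the difference was 2.05, with a standard error of 1.16 and an adjusted P-value of 0.97, so they are too few to decide, and the requirement that the difference pass on these reads was added after that value was seen. The adjusted P-value was 0.000109 with DESeq2, 2.32e-10 without a filter on low counts, 0.0393 with at least 10 counts in every library and 0.101, just past the cut-off, with DESeq2's size factors in edgeR. The value without a filter comes from a setting that was not run on simulated counts and may not be reliable. An effect of the knockdown on the infection response of *c9* is a hypothesis that cannot be told apart from a redistribution of shared reads in these data. Nor can it be told apart from a non-specific effect of the morpholinos, which the paper raises for the p53 pathway, or from a false call.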

How the results depend on the processing

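The settings with uniquely mapped reads only and with equal depth were added after the data had been seen, and all other alternatives were chosen before the data were examined.

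The number of apolipoprotein genes up-regulated in 146MO vs. 146MO *St* was 6 of 6 under each alternative that gave a test, and the number in con vs. con *St* and in con vs. 146MO was 0. The paper picked these genes from the same libraries, so this split was largely set by that choice. In con *St* vs. 146MO *St* it ranged from 3 to 6, so single genes changed their side of the cut-offs there. The number of changed genes ranged from 621 to 1192 in con vs. con *St* and from 827 to 1619 in 146MO vs. 146MO *St*, and it was higher in the morphants under each alternative.

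The number of genes changed in con vs. 146MO moved from 69 to 113 with the replicate block, to 288 without a filter on low counts and to 40 at an adjusted P-value of at most 0.05. In con *St* vs. 146MO *St* it moved from 137 to 229 with the block, to 602 without the filter, to 208 with at least 10 counts in every library and to 68 at an adjusted P-value of at most 0.05. The cause was not tested. The number of immune genes changed between the infected groups moved from 0 to 1 without the filter and to 1 without a fold change cut-off.

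Genes changed in the same direction by morpholinos and by infection of con moved from 11 to 19 with DESeq2, to 20 with the block, to 55 without the filter and to 7 at an adjusted P-value of at most 0.05. The number of genes with a different infection effect in 146MO moved from 1 to 30 with DESeq2, to 8 with the block, to 137 without the filter, to 5 with at least 10 counts in every library, to 0 with DESeq2's size factors in edgeR, to 4 with uniquely mapped reads only, to 2 at equal depth and to 0 at an adjusted P-value of at most 0.05. The number of apolipoprotein genes among them moved from 0 to 1 with DESeq2 and to 5 without the filter. The cause was not tested. The setting without the filter was not run on simulated counts, so its adjusted P-values may not be reliable.

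The log2 fold change of *mmp9* between the infected groups was 0.69 and no longer passed the cut-off with DESeq2 (0.67), with the rewritten DESeq procedure on 8 libraries (0.67) and with DESeq2's size factors in edgeR (0.67). Its size hardly moved, and it passed at the cut-off of 0.1 under the other alternatives that gave a test. It ranged from 0.58 to 0.79 across the 8 fits that each left out a library, which gave no test. The lowest value, 0.580 without 146MO *St* replicate 1, lay under the fold change cut-off of 0.585 on the log2 scale. The difference between the infection effects on *mmp9* passed the cut-off without the filter (0.97), where the main value was 0.96, and it ranged from 0.52 to 1.52 across the 8 fits. The sign of the change of *traf6* between the infected groups, 0.016 in the main setting, was reversed with DESeq2 (-0.00187), the DESeq procedure on 8 libraries (-0.00535) and on 4 libraries (-0.0101), edgeR with the 4 libraries only (-0.00447), DESeq2's size factors in edgeR (-0.00304) and uniquely mapped reads only (-0.0522). All of these lie well within its standard error of 0.23.

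Among all results apart from the main ones, 586 values stayed the same and 82 changed, of which 8 became weaker, 16 stronger and 52 moved, and the 6 that were reversed are those of *traf6* above. For 15 of these values DESeq2's filter on mean counts left no adjusted P-value, so they were judged by the spread between replicates, where 7 stayed and 7 moved, and 1 is the reversed value of *traf6* with DESeq2. Of 455 values from fits without a library, 17 moved and 7 took the other sign. A change of sign in such a fit was not counted as reversed or moved, so these 7 add to the 6 reversed values of *traf6*. Counts of genes have no such fits, as a group with 1 library gives no test, and the DESeq procedure and the fits with 4 libraries give no difference between infection effects. Depth limits the genes that were close to 0 reads in mock-injected embryos, among them *il1b*, whose log2 fold change in 146MO vs. 146MO *St* ran from 6.94 to 10.52 without a library.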

Differences from the paper's values

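A count is set out here when it was more than 1.5 times the paper's or the paper's was more than 1.5 times it, and an alternative is named as within that limit even where it remained far from the paper's count. In con vs. con *St* 162 genes were down-regulated against the paper's 95. Of the alternatives set before the data were examined, DESeq2 (122), the rewritten DESeq procedure on 8 libraries (124) and on 4 libraries (107), and an adjusted P-value of at most 0.05 (108) came within the limit, and the others did not. In 146MO vs. 146MO *St* 225 genes were down-regulated against the paper's 118, and the DESeq procedure on 8 libraries (167) and on 4 libraries (137) and an adjusted P-value of at most 0.05 (160) came within the limit, while the other alternatives set before the data were examined did not. Genes down-regulated in both numbered 73 against the paper's 37, with 54 and 43 for the DESeq procedure on 8 and on 4 libraries and 47 at an adjusted P-value of at most 0.05, and no other alternative set before the data were examined came within the limit. Genes down-regulated in con only numbered 89 against the paper's 58. DESeq2 (66), the DESeq procedure on 8 libraries (70) and 4 libraries (64) and an adjusted P-value of at most 0.05 (61) came within the limit. So did edgeR with the 4 libraries only (83), at least 10 counts in every library (87) and DESeq2's size factors in edgeR (86), which moved little, whereas the replicate block, no filter and no fold change cut-off did not. Genes down-regulated in 146MO only numbered 152 against the paper's 81, and the DESeq procedure on 8 libraries (113) and 4 libraries (94) and an adjusted P-value of at most 0.05 (113) came within the limit, while the others did not. Uniquely mapped reads only, a setting chosen after seeing the values, also came within the limit in con vs. con *St* (126), in 146MO vs. 146MO *St* (170), in both (41) and in con only (85).

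In 146MO vs. 146MO *St* 1130 genes were changed against the paper's 753. DESeq2 (901), the DESeq procedure on 8 libraries (882) and 4 libraries (827), at least 10 counts in every library (1012) and an adjusted P-value of at most 0.05 (898) came within the limit. So did edgeR with the 4 libraries only (1100) and DESeq2's size factors in edgeR (1119), which moved little and remained far above the paper's count. The replicate block, no filter and no fold change cut-off did not. Uniquely mapped reads only (909) and equal depth (1044), both chosen after seeing the values, also came within it.

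Genes changed in the same direction by morpholinos and by infection of 146MO numbered 2 against the paper's 4. The DESeq procedure on 4 libraries reached 4. No fold change cut-off gave 3, and edgeR with the 4 libraries only and at least 10 counts in every library each gave 6, which is within the limit but as far from the paper's count as the main value. The other alternatives set before the data were examined did not, and uniquely mapped reads only, chosen after seeing the values, gave 4.

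The log2 fold change of *il1b* in 146MO vs. 146MO *St* was 7.40 against the paper's 8.04. The DESeq procedure on 8 libraries (8.03) and on 4 libraries (8.04) differed from the paper's value by less than the SD between replicates on the log2 scale, and no other alternative set before the data were examined did. The standard error of the main value was 0.63, and DESeq2 (7.56) lay within that distance of the paper's value. The paper names DESeq for its comparisons, and on 4 libraries the rewritten procedure called all of the paper's listed genes in the 4 comparisons, with further genes in each.

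The paper places the 6 apolipoprotein genes among those that differ between the infected groups, and 4 of the 6 passed here, while all 6 passed with the DESeq procedure on 4 libraries, with edgeR on the 4 libraries only and without a filter on low counts. The paper describes the apolipoprotein genes as inducible by infection under knockdown conditions only. The difference between the infection effects passed for 0 of the 6 genes, with 5 at an unadjusted P-value under 0.05. The paper describes the infection-induction of *mmp9* as higher in the morphants. The difference between the infection effects was 0.96, with an unadjusted P-value of 0.0194 and an adjusted P-value of 0.988 (edgeR). The paper also reports the higher induction by qPCR, which was not analysed here.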

Other observations

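All tests in this part were chosen after the first results had been seen, and so were the list of plasma protein genes and the read limits used for genes that were present in a single replicate.

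As *c9* and other genes of secreted plasma proteins stood out beside the apolipoproteins, a list of 18 plasma protein genes of the complement, fibrinogen and transport protein kinds was written from the names in the paper's supplementary tables. Of these, 3 genes whose differences had stood out were set aside, and 15 were left. The 15 include *fgb*, which the paper names as higher in infected morphants and whose difference is also reported beside the paper's claim. The median difference of the 15 was 1.03 on the log2 scale against 0.36 for lists of genes matched on expression from the 905 genes up-regulated in 146MO vs. 146MO *St*, at percentile 100 of 10000 such lists, none of which reached it. The difference was above 0 for 15 of 15 genes, from 0.24 to 1.95, but none of the 15 passed the cut-off on its own (lowest adjusted P = 0.546), and 7 had an unadjusted P-value under 0.05. The list was written after plasma protein genes had stood out, from tables of genes the paper found changed, so the percentile is no independent test of a shift of these genes as a set. Genes of a set are also not independent in 2 replicates per group.

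At equal depth the median was 0.99, but random thinning could hardly have moved it, so this does not decide the role of depth. Without each library in turn the median lay between 0.77 and 1.21, so no single library accounts for it. On uniquely mapped reads only 10 of the 15 genes could be fitted (66.7%). For these 10 genes the median was 1.23 on uniquely mapped reads and 1.03 on all reads, so it did not shrink when shared reads were left out. That check is void for the list as a whole, and reads shared with other genes cannot be ruled out for it. The median log2 fold change of the 15 genes in con vs. 146MO was -0.55, at percentile 0.01 of the matched lists. Of the 15 genes 13 were lower in 146MO, some of them hardly, and 2 were higher, and none passed the cut-offs (lowest adjusted P = 0.466). A lower level in mock-injected morphants enters the difference between the infection effects directly. Between the infected groups the median was 0.47. The immune list lay at percentile 76.8 of matched lists of its size, with a median difference of 0.38, so it did not stand out as the plasma protein genes did. The matched lists were drawn from genes up-regulated in the morphants and would rise with a generally stronger infection response too, so this test cannot exclude such a response. Markers of liver and yolk could not be used to test whether the amount of such tissue differed between embryos, since too few of the listed markers have an identifier paired with a symbol. A lower level of liver transcripts in mock-injected morphants, a stronger infection response of the morphants, and an effect of knockdown on these genes therefore remain as hypotheses. A non-specific effect of the morpholinos, which the paper raises for the p53 pathway, was not tested and remains open too.

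More genes were changed by infection in morphants than in control embryos, by a ratio of 1.35. With every library at equal depth the counts were 1044 and 775, also a ratio of 1.35, so depth does not account for it. The median gap between replicates was 0.954 times as large in con as in 146MO, so a wider spread of the con libraries does not account for it either. Of the 609 genes changed in both, 405 (66.5%) had the larger effect in 146MO, with a median excess of 0.14 on the log2 scale, which is in line with slightly larger infection effects in the morphants. That share fell to 59.6% without one of the libraries, below the 60% set for the test, and in the main model the difference passed the test itself for a single gene, so the pattern is weak. The infection effects of both groups use their own mock-injected libraries, and no test separated the injected dose from the knockdown.

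In 41 genes one replicate of a group had at least 50 reads and the other had at most 1. Of these, 29 (70.7%) had under 10% uniquely mapped reads, against 15.7% of 10336 other genes of the same range of reads, a ratio of 4.52. Among genes with 1 transcript in the files, whose shared reads must be shared with other genes, the figures were 63.2% of 19 genes and 0.735% of 5170 genes. The authors' division of shared reads by the ratio of uniquely mapped reads may therefore move the reads of closely related genes between them from library to library. Of the genes changed, 13 in con vs. 146MO, 147 in con vs. con *St*, 192 in 146MO vs. 146MO *St* and 36 in con *St* vs. 146MO *St* had under 10% uniquely mapped reads, which for genes with several transcripts may also reflect reads shared within the gene.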
